# Targeting the intestinal circadian clock by meal timing ameliorates gastrointestinal inflammation

**DOI:** 10.1038/s41423-024-01189-z

**Published:** 2024-06-25

**Authors:** Yunhui Niu, Marjolein Heddes, Baraa Altaha, Michael Birkner, Karin Kleigrewe, Chen Meng, Dirk Haller, Silke Kiessling

**Keywords:** Intestinal circadian clock, Gastrointestinal inflammation, IBD, Restricted feeding, Microbiota, Mucosal immunology, Mechanisms of disease

## Abstract

The expression of clock genes has been observed to be impaired in biopsies from patients with inflammatory bowel disease (IBD). Disruption of circadian rhythms, which occurs in shift workers, has been linked to an increased risk of gastrointestinal diseases, including IBD. The peripheral circadian clock in intestinal epithelial cells (IECs) was previously shown to balance gastrointestinal homeostasis by regulating the microbiome. Here, we demonstrated that the intestinal clock is disrupted in an IBD-relevant mouse model (*IL-10*^−/−^). A lack of the intestinal clock gene (*Bmal1*) in intestinal epithelial cells (IECs) in a chemically and a novel genetically induced colitis model (DSS, *Bmal1*^IEC−/−^x*IL-10*^−/−^) promoted colitis and dramatically reduced survival rates. Germ-free *Bmal1*^IEC−/−^ mice colonized with disease-associated microbiota from *IL-10*^−/−^ mice exhibited increased inflammatory responses, highlighting the importance of the local intestinal clock for microbiota-induced IBD development. Targeting the intestinal clock directly by timed restricted feeding (RF) in *IL-10*^−/−^ mice restored intestinal clock functions, including immune cell recruitment and microbial rhythmicity; improved inflammatory responses; dramatically enhanced survival rates and rescued the histopathological phenotype. In contrast, RF failed to improve IBD symptoms in *Bmal1*^IEC−/−^x*IL-10*^−/−^ mice, demonstrating the significance of the intestinal clock in determining the beneficial effect of RF. Overall, we provide evidence that intestinal clock dysfunction triggers host immune imbalance and promotes the development and progression of IBD-like colitis. Enhancing intestinal clock function by RF modulates the pathogenesis of IBD and thus could become a novel strategy to ameliorate symptoms in IBD patients.

## Introduction

The circadian (lat. circa = approximately, dies = day) system consists of the central pacemaker in the suprachiasmatic nucleus (SCN), which drives behavioral rhythms and orchestrates peripheral clocks [1]. Disruption of the circadian system, for example, as experienced during jet lag [2], is related to immune deficits and pathologies, such as cancer and infections [3, 4], and has been associated with a wide range of diseases, including inflammatory bowel disease (IBD) [5].

As previously shown, tissue-specific functions are controlled by local peripheral clocks [2, 6]. Importantly, circadian rhythms, including those related to mucosal immunity and the microbiome, have been identified in the intestine [7–9]. Disturbance of the gastrointestinal (GI) physiology results in changes in the microbiota composition, which plays a role in the development of GI diseases, including IBD [10]. Our recent work highlights the importance of functional intestinal clocks for host–microbe crosstalk to balance GI homeostasis [11]. Hence, a local intestinal oscillator may impact the development of GI disorders. Indeed, epidemiological studies have reported suppressed clock gene expression in biopsies from IBD patients [12], indicating a link between the intestinal clock and disease occurrence. However, the role of the intestinal clock in GI diseases remains to be addressed. Here, we hypothesized that the intestinal clock may constitute a mechanism by which mucosal immune functions and the microbiome promotes GI inflammation.

Recently, time-restricted eating/feeding (RF) has become increasingly popular due to its positive effects on metabolic health and inflammation and its impact on the gut microbiome [13]. Preclinical evidence showed that RF improves systemic inflammation [14]. RF is also a powerful tool for regulating peripheral clocks [15], including in the intestinal tissues [9], and microbial rhythmicity [8]. Consequently, we hypothesize that RF may influence the development and progression of IBD by targeting intestinal clock functions.

In this study, we demonstrated the causal relationship between intestinal clock dysfunction and the severity of GI inflammation in chemically and genetically induced colitis models (*IL-10*^−/−^, *Bmal1*^IEC−/−^x*IL-10*^−/−^, dextran sulfate sodium (DSS)) and microbiota transfer experiments. Potential mechanisms include regulation of key genes relevant for inflammatory and bacterial responses by the intestinal clock, which were identified by RNA-sequencing analysis. Importantly, for the first time, we demonstrated the beneficial effects of nighttime-restricted feeding (RF) on circadian colon functions, the microbiome, IBD progression and survival of *IL-10*^−/−^ mice, a well-described mouse model of colitis [16]. Remarkably, RF failed to ameliorate colitis symptoms and improve survival in intestinal clock-deficient *Bmal1*^IEC−/−^x*IL-10*^−/−^ mice, demonstrating the relevance of a functional intestinal clock in mediating the positive effect of RF; thus, RF might be a novel target for future IBD therapies.

## Results

### Intestinal circadian disruption in an IBD-relevant mouse model

The development of various GI diseases, including IBD [5], has been linked to circadian disruption, such as that occurring during shift work and frequent travel across time zones [2]. *IL-10-*deficient mice on a Sv129 background (*IL-10*^−/− Sv129^) exhibit a normal circadian behavioral phenotype (Fig. 1A, Supplementary Fig. 1A). Central circadian clock functions, such as rhythmic wheel-running activity and food intake during a light–dark (LD) cycle or constant darkness (DD), were indistinguishable from those of the controls, although total activity was slightly reduced in the *IL-10*^−/− *Sv129*^ mice (Fig. 1A, Supplementary Fig. 1B–D).

**Fig. 1:**
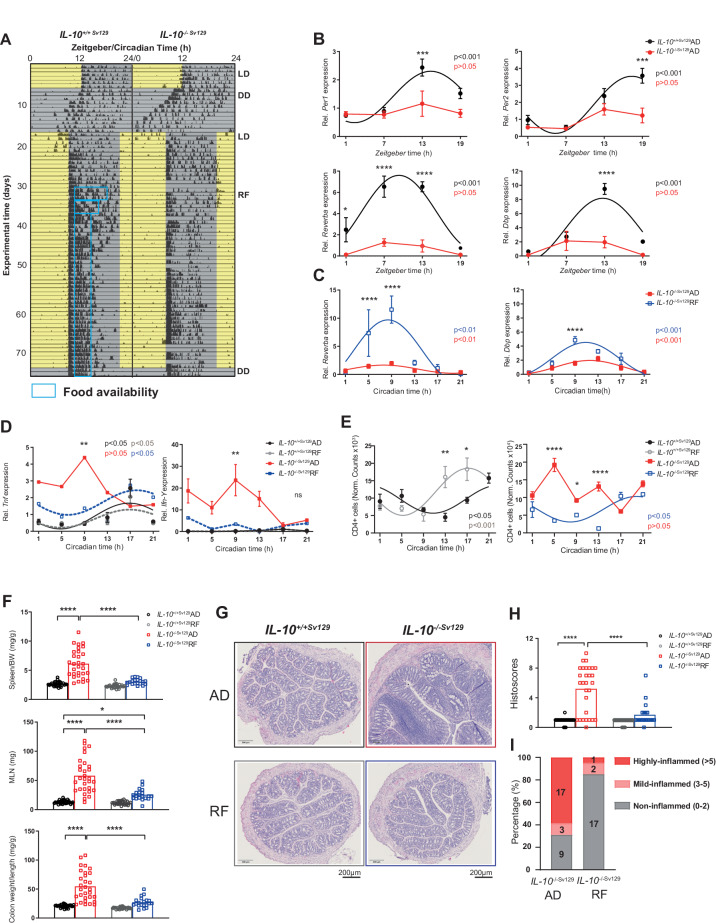
Restricted feeding restores the disrupted colonic clock in *IL-10*^−/−Sv129^ mice and ameliorates colitis. **A** Representative actogram of wild type (*IL-10*^+/+Sv129^) and *IL-10*^−/−Sv129^ mice exposed to a light (yellow)-dark (gray) cycle (LD), constant darkness (DD), and nighttime-restricted feeding (RF, blue boxes). Tick marks represent running wheel activity. **B** Clock gene expression in colonic tissues from *IL-10*^−/−Sv129^ mice (Control AD and RF: *n* = 24; *IL-10*^−/−Sv129^AD: *n* = 24; *IL-10*^−/−Sv129^RF: *n* = 19; *n* = 3-4 mice/time points for each group) **C** Clock gene and **D** inflammatory genes expression in colonic tissues. **E** Quantification of the amount of CD4 + T cells in the colon LP from wild type and *IL-10*^−/−Sv129^ mice under AD and RF conditions. **F** Organ weights, **G** representative colonic cross section stained with H&E and **H** histopathological scores of colonic tissues from wild-type and *IL-10*^−/−Sv129^ mice under AD and RF conditions (top) and **I** quantification of individual mice with different degrees of inflammation (bottom). Tissues with scores between 0 and 2 were classified as noninflamed, those with scores between 3 and 5 were classified as mildly inflamed, and those with scores >5 were classified as highly inflamed. The data points represent individual mice (*n* = 3–4/time point for each group). Significant rhythms are illustrated with fitted cosine-wave regression using a line (significance: cos-fit *p* value ≤ 0.05). Two-way ANOVA with Tukey’s correction was also used. The data are presented as the means ± SEMs. Asterisks indicate significant differences; *p < 0.05, ***p < 0.001, ****p < 0.0001. Details on the number of mice per time point are summarized in the Supplementary Table 6

Recently, we demonstrated an imbalance in GI immune homeostasis in mice lacking a functional intestinal clock [11]. This prompted us to characterize the molecular intestinal clock in inflamed *IL-10*^−/− Sv129^ mice. Robust circadian rhythms were found in the expression of the clock genes *Per1/2* (*Period 1/2*), *Rev-erbα* (*NR1D1*) and *Dbp* in the colonic epithelial cells of wild-type mice. This rhythmicity was lost, and gene expressions were strongly suppressed in *IL-10*^−/− *Sv129*^ mice (Fig. 1B), indicating a dysfunctional colonic clock. The circadian origin of these results was validated in colonic tissues collected at 6 different circadian times from *IL-10*^−/− *Sv129*^ mice kept in constant darkness and in cultured colonic organoids (Supplementary Fig. 1E, F). This effect was restricted to the colon since the major clock genes remained rhythmic in the liver, cecum and cultured jejunal organoids (Supplementary Fig. 2). Loss of rhythmicity in *IL-10*^−/− *Sv129*^ mice was also observed for inflammatory genes, e.g., *Tnf, Ifnγ, Cxcr4*, and *Vcam-1*, and T-cell recruitment to the lamina propria (LP) (Fig. 1D, E, Supplementary Fig. 1G, H). Furthermore, the peak expression of most clock genes was strongly correlated with the colonic histological score; the frequency of immune cells in the lamina propria, including macrophages, neutrophils, CD4^+^ cells and dendritic cells; and the expression of genes involved in barrier function (Supplementary Fig. 1I, J). These results indicate a causal relationship between colon clock dysfunction in *IL-10*^−/− *Sv129*^ mice and their inflammatory phenotype.

### Nighttime-restricted feeding restored the colonic clock and ameliorated pathological changes in *IL-10*^−/−^ mice

Nighttime-restricted feeding (RF) is a widely used approach in mice to influence the rhythmicity of peripheral clocks [15]. We tested whether RF in *IL-10*^−/− Sv129^ mice restores the colonic clock and impacts their Crohn’s disease-like phenotype. Therefore, RF was gradually introduced to *IL-10*^−/− Sv129^ mice and controls, which were euthanized after 4 weeks of RF on 6 different circadian times (Fig. 1A, Supplementary Fig. 1A). Food intake and nighttime activity levels were comparable between genotypes and feeding conditions (Supplementary Fig. 1B–D). Importantly, RF substantially improved the circadian rhythmicity of clock gene expression in *IL-10*^−/− Sv129^ colonic tissue to similar levels as those observed in control mice under *ad libitum* (AD) conditions (Fig. 1C, Supplementary Table 1). Moreover, a restored rhythmicity of *Tnf* and reduced levels of *Tnf* and *Ifn-y* as well as a restored rhythmicity in the number of CD3^+^CD4^+^ cells isolated from the colonic LP and an overall reduced number of CD4 + T lymphocytes were observed in *IL-10*^−/− *Sv129*^ mice during RF in comparison to those in AD-fed *IL-10*^−/− *Sv129*^ mice (Fig. 1D, E, **right**). In contrast, CD3^+^CD8^+^ cell recruitment remained arrhythmic (Supplementary Fig. 1H). Consistently, the weights of the spleen and mesenteric lymph nodes (MLNs) and the colon density, which were much heavier in the AD-fed *IL-10*^−/− *Sv129*^ mice than in the control mice, were significantly lower during RF and were undistinguishable from those of the controls (Fig. 1F). Histological analysis of colon cross-sections further revealed that more than 58% of AD-fed *IL-10*^−/−*Sv129*^ mice were highly inflamed (Histoscore>5), which was dramatically reduced to 5% by RF (Fig. 1G–I). These data demonstrate that RF restores the disruption of colon clock function and completely ameliorates the immune phenotype in *IL-10*^−/−*Sv129*^ mice.

### Loss of microbial rhythmicity during colonic inflammation *in IL-10*^−/−^ mice is restored by RF

Gut microbiota dysbiosis has been associated with the development of IBD in humans and mouse models [10]. Previously, we identified a novel link between the intestinal clock, microbiome rhythms and GI homeostasis [11]. Consistently, the microbiota composition differed significantly between genotypes despite the feeding conditions (Fig. 2A). Circadian rhythmicity in community diversity (normalized species richness), the abundance of both major phyla, Bacteroidota and Firmicutes, and highly abundant families, including *Lachnospiraceae* and *Oscillospiraceae*, as well as zOTUs, followed circadian oscillation in the wild type, whereas these rhythms were abolished in AD-fed *IL-10*^−/−Sv129^ mice (Fig. 2B–E). In accordance with the results obtained from IBD patients [17], alterations in the abundance of *Lachnospiraceae*, *Oscillospiraceae* and *Erysipelotrichaceae* were observed in *IL-10*^−/−^ mice (Supplementary Fig. 3A). The abundances of the genera *Oscillibacter, Eubacterium, Clostridium* and *Pseudoflavonifractor* significantly differed among the genotypes (Supplementary Fig. 3B**left**, Supplementary Table 2). Moreover, we detected significant correlations between disease markers, such as histological score, inflammatory marker gene expression and zOTUs belonging to *Lachnospiraceae* and *Oscillospiraceae* (Supplementary Fig. 3B**right**), which is consistent with our recent findings showing a correlation between *Lachnospiraceae* and active disease in IBD patients [18]. Importantly, RF not only restored the differences in abundance between genotypes (Supplementary Fig. 3B, Supplementary Table 3) but also restored microbial rhythmicity in *IL-10*^−/−Sv129^, as illustrated by the community diversity and at the levels of the major phyla and families (Fig. 2B–E). Enhanced microbial rhythmicity was also found among the 237 identified zOTUs visualized by heatmaps (Fig. 2D, Supplementary Fig. 3C). More than 50% of the zOTUs that gained rhythmicity during RF in *IL-10*^−/−^ mice belonged to the *Lachnospiraceae family* (Supplementary Table 2), which includes bacterial taxa important for SCFA production and secondary bile acid (BA) conversion and thus plays crucial roles in IBD progression [19, 20].

**Fig. 2:**
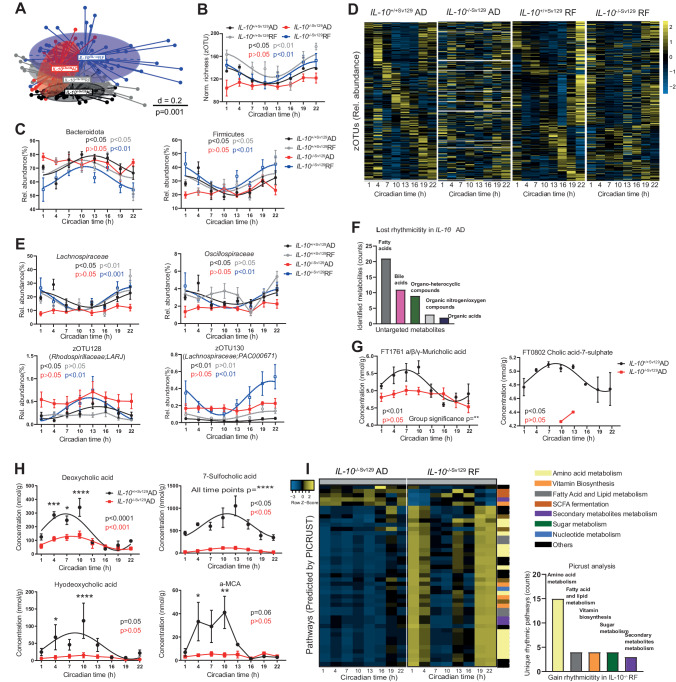
Impaired microbiome rhythms in *IL-10*^−/−SV129^ mice are restored after RF. **A** Beta-diversity illustrated by MDS plots of fecal microbiota based on generalized UniFrac distances (GUniFrac) in wild type and *IL-10*^−/−Sv129^ mice under AD and RF conditions. Comparison of genotype and feeding effects was performed by PERMANOVA (adj.*p* = 0.001). Data points represent individual sample collected from different mice at different time points (*n* > 5 mice/time points for each group). **B** Circadian profile of normalized richness and **C** relative abundance of phyla in wild type and *IL-10*^−/−Sv129^ mice under AD and RF conditions. **D** Heatmap depicting the relative abundance of zOTUs (mean relative abundance>0.1%; prevalence > 10%). Data from *IL-10*^−/−Sv129^ mice under AD or RF conditions are normalized to the peak of each zOTU and ordered by the peak phase in wild type mice under AD or RF conditions, respectively. Yellow and blue indicate high and low abundance, respectively. Each column represents the group average for each time point. **E** Relative abundance of highly abundant families and representative zOTUs from wild type and *IL-10*^−/−Sv129^ mice under AD and RF conditions. **F** Classification of the top 5 fully annotated super classes of metabolites that lost rhythmicity in *IL-10*^−/−Sv129^ mice under AD. Circadian profiles of bile acids (BAs) **G** measured by untargeted or **H** targeted metabolomics of wild type and *IL-10*^−/−Sv129^ mice under AD conditions. At some time points (CT 1, 4, 7, 16, 19, and 22) the levels for the IL-10−/− group were under the detection limit and thus not illustrated in the graph. **I** Heatmap of pathways (calculated by PICRUST 2.0) with restored rhythms in *IL-10*^−/−Sv129^ mice under RF (left) and the quantification of the superclass (right). Rhythmicity identified by JTK_Cycle (Bonferroni adj. *p* value ≤ 0.05). Significant rhythms are illustrated with fitted cosine-regression; data points connected by straight lines indicate no significant cosine fit curves (*p* > 0.05) and thus no rhythmicity. Comparisons of groups were performed by two-way ANOVA followed by Sidak correction. The results are summarized in Supplementary Table 3. Data are represented as the mean ± SEM. Details on mouse numbers per time point are summarized in Supplementary Table 6

To address the physiological relevance of disturbed microbial oscillations in *IL-10*^−/−Sv129^ mice, (un)targeted metabolite analysis was performed on feces. Indeed, 55 fully annotated metabolites were clustered according to genotype (Supplementary Fig. 3D) in *IL-10*^−/−Sv129^ mice, most of which were lipids and lipid-like metabolites, including fatty acids and BAs (Fig. 2F). For example, the rhythmicity of bile acids, including muricholic acid and 7-sulfocholic acid, as well as the long-chain fatty acid oleic acid and linoleic acid, was lost and suppressed (Fig. 2G, Supplementary Fig. 3E). Targeted metabolomics further validated these genotype differences (Fig. 2H, Supplementary Fig. 3F). For example, in *IL-10*^−/−sv129^ mice, a highly suppressed amplitude or lost time difference was observed for primary and secondary bile acids (BAs), such as deoxycholic acid (DCA), hyodeoxycholic acid, 7-sulfocholic acid (7-sulfo-CA) and α-muricholic acid (Fig. 2H). Most of these secondary BAs are key mediators involved in gut dysbiosis, especially in IBD [21]. Additionally, reduced SCFA levels, such as those of acetate, butyrate and propionate, were found in *IL-10*^−/−sv129^ mice (Supplementary Fig. 3F), similar to observations in IBD patients and related mouse models [19]. The concentrations of valeric acid and desaminotyrosin were also suppressed in *IL-10*^−/−Sv129^ mice (Supplementary Fig. 3F). Importantly, PICRUSt2 analysis of samples obtained from *IL-10*^−/−Sv129^ mice under RF conditions revealed restored rhythmicity of the assigned pathways involved in fatty acid synthesis and SCFA fermentation (Fig. 2I). Taken together, these results indicate that the changes in microbial rhythmicity and composition observed in *IL-10*^−/−Sv129^ mice can be reversed by RF; thus, microbial rhythmicity might be involved in the beneficial effect of RF on colonic inflammation.

### Germ-free intestinal clock-deficient mice develop an increased inflammatory response following the transfer of *IL-10*^−/−^-associated microbiota

Recently, we demonstrated that a functional intestinal clock is required to maintain GI homeostasis by driving the microbiome, including *Lachnospiraceae* and microbiota-derived DCA and 7-sulfo-CA [11]. To determine whether a dysfunctional intestinal clock in *IL-10*^−/−Sv129^ mice or the arrhythmicity of the microbiome directly affects the severity of inflammation, we performed two distinct cecal microbiota transfer experiments. First, colonialization of cecal content from intestine-specific clock-deficient (*Bmal1*^IEC−/−^) and littermate (*Bmal1*^flox/flox^) donors was performed to transfer rhythmic and arrhythmic microbiota into germ-free (GF) *IL-10*^−/−BL6^ recipients (Fig. 3A). Surprisingly, the weight of the immune organs and the amount of immune cell infiltration to the LP did not differ among the recipients (Fig. 3B). Consistently, histological staining, scoring, and inflammatory marker gene expression revealed no pathological differences between recipients (Fig. 3C), indicating that microbial rhythmicity might not directly induce intestinal inflammation. However, when GF *Bmal1*^IEC−/−^ mice received disease-associated microbiota from inflamed *IL-10*^−/−BL6^ mice, colon weight, immune cell recruitment to the colonic LP and *Tnf* gene expression were severely elevated in *Bmal1*^IEC−/−^ recipients compared to controls, although the histological score obtained from a single colon cross-section showed no clear difference between the recipients (Fig. 3D–G, Supplementary Fig, 4A–C). Interestingly, clustering between circadian time points and recipients was found for beta diversity in cecal samples (Fig. 3H). Alterations in the abundance of *Lachnospiraceae* and *Erysipelotrichaceae* in *Bmal1*^IEC−/−^ recipients were similar to those in *IL-10*^−/−Sv129^ mice (Fig. 3I, Supplementary Fig. 3A). Accordingly, the cecal concentrations of α-MCA, DCA, HDCA and MDCA were lower than those in control recipients (Fig. 3J, Fig. 2H). Procrustes analysis (PA) revealed an association between zOTUs and BA production; in particular, *Lachnospiraceae* and *Oscillospiraceae* were correlated with DCA and aMCA concentrations (Fig. 3K, L). Taken together, these results reflect an early stage of inflammation following colonization with disease-associated microbiota when recipients lack a functional intestinal clock. Consequently, the intestinal clock represents a functional link between the microbiome and GI inflammation.

**Fig. 3:**
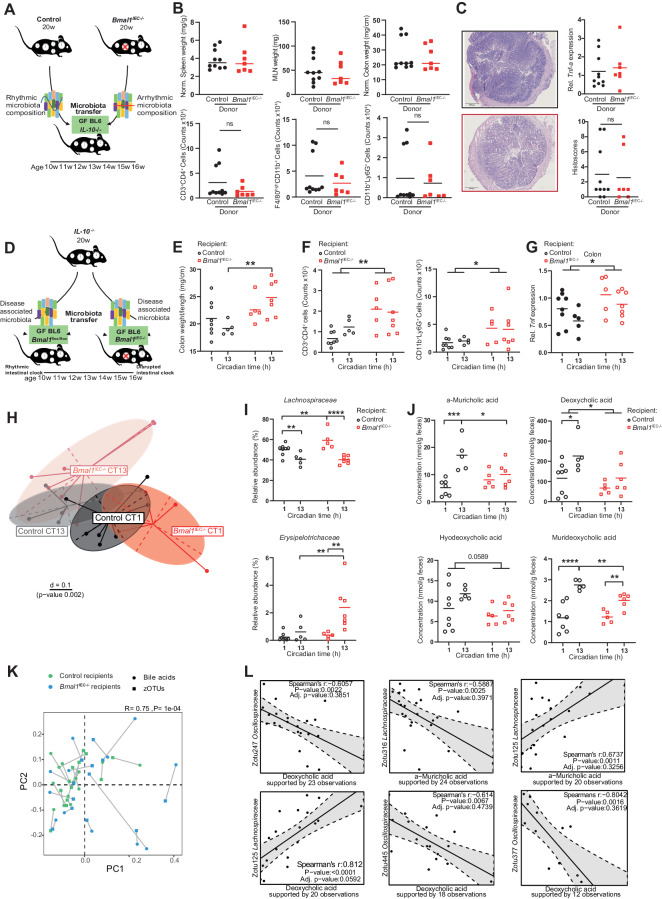
Dysfunction of the host intestinal clock promotes microbiota-induced colonic inflammation. **A** Schematic illustration of the experimental design. Cecal contents from control (rhythmic) and *Bmal1*^IEC−/−^ (arrhythmic) donors were transferred to germ-free *IL-10*^−/−BL6^ mice. **B** Organ weights (top) and number of immune cells recruited into the colonic LP (bottom) of the recipients. **C** Representative H&E staining of colonic cross sections from the recipients (left) and *Tnf* gene expression, as well as histopathological scores (right). **D** Schematic illustration of the experimental design. Disease-associated microbiota from *IL-10*^−/−^ donors was transferred to germ-free control (*Bmal1*^flox/flox^) and *Bmal1*^IEC−/−^ recipients. **E** Colon weight, **F** number of immune cells recruited into the colonic lamina propria and **G** *Tnf* expression in colon tissues from recipients. **H** Beta diversity illustrated by MDS plots of cecal microbiota based on generalized UniFrac distances (GUniFrac) in recipients at circadian times (CTs) 1 and 13. **I** Relative abundance of families and **J** amounts of α-muricholic acid (α-MCA), deoxycholic acid (DCA), hyodeoxycholic acid (HDCA) and murideoxycholic acid (MDCA) in the cecal contents of control and *Bmal1*^IEC−/−^ recipients. **K** Procrustes analysis (PA) of the cecal microbiota and bile acid (BA) levels. The length of the line is proportional to the divergence between the data from the same mouse. **L** Representative correlation plot between zOTUs and BAs. The data points represent individual mice (*n* > 5/time points for each genotype). Mann–Whitney U tests and two-way ANOVA followed by Benjamini–Hochberg correction were used. Asterisks indicate significant differences; *p < 0.05, **p < 0.01, ****p < 0.0001. The data are presented as the mean ± SEMs. Details on the number of mice per time point are summarized in Supplementary Table 6

### Genetic intestinal clock dysfunction alters colonic immune functions

To determine whether intestinal clock dysfunction influences the colonic immune response, we used *Bmal1*^IEC−/−^ mice. Colonic IEC clock dysfunction was validated by arrhythmic and suppressed clock gene expression (Fig. 4A). Furthermore, bulk RNA-sequencing analysis of colonic tissue samples obtained during the circadian day revealed differential expression between genotypes (fold change>1.5, adj. *p* < 0.05), such as *Retnlb* (Resistin-like beta) and *Tff*2 (Trefoil factor 2) (Fig. 4B), which are involved in colitis development [22, 23]. 

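The deposited counts come from colon tissue of 48 mice, 4 of each genotype at each of 6 circadian times spaced 4 h apart (CT1, CT5, CT9, CT13, CT17 and CT21). CT1, CT5 and CT9 belong to the circadian day and the later times to the night. *Bmal1* IEC-/- mice lack *Bmal1* in intestinal epithelial cells, and their controls carry the floxed gene without the deletion. The authors aligned paired reads to the mouse mm10 genome and deposited the number of reads on the exons of each gene in each mouse, without normalization. The table lists 55401 genes by versioned Ensembl identifiers, of which 55141 are in GENCODE vM21, the source of the symbols and GRCm38 positions given here. Between 3144997 and 4785844 reads per mouse were counted on genes, with a median of 3775926 in control and 3891600 in *Bmal1* IEC-/- mice. A count of 0 in a mouse allows up to 3 counts at this depth, and this floor covers counting error only. Replicates varied by more than counting error, since the chi-square per gene between mice of one group ran from 2.01 to 16.3 over 72 pairs. The authors state that low-quality samples were filtered out. The values in the paper's control rhythm table carry the size factors of 46 of these mice, to within 1.81e-07. These size factors leave out replicates SV384 and SV385, both *Bmal1* IEC-/- mice at CT1, whereas leaving out any other pair of that group differed by 0.00442 or more. Values are given over the 46 mice, 24 control and 22 *Bmal1* IEC-/-, and over all 48 mice where that changed a call or a count by more than 1.5 times.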

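*Bmal1*, the deleted gene, is listed as *Arntl* (ENSMUSG00000055116, chromosome 7, 113207465 to 113314126). Its count, divided by DESeq2's size factors, was 132 ± 97.7 (SD, n = 24) in control and 127.5 ± 23.2 (SD, n = 22) in *Bmal1* IEC-/- mice. With circadian time in the model, the log2 fold change was 0.32 (standard error 0.17, adjusted p = 0.241 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Without a time term it was -0.06 (adjusted p = 0.949 from the same test), so its direction depended on the model. The count takes in the exons of the whole gene and the other cell types of the colon, in which the gene is not deleted. The genotypes differed in the course over time. Control means ran from 26.4 ± 8.82 (SD, n = 4) at CT9 to 260.0 ± 18.0 (SD, n = 4) at CT1, and *Bmal1* IEC-/- means from 113.6 ± 31.1 (SD, n = 4) at CT9 to 177 ± 6.67 (SD, n = 2) at CT1. The BMAL1 target *Nr1d1* fell by 1.48 on the log2 scale (standard error 0.12, adjusted p = 2.39e-13 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and was lower in *Bmal1* IEC-/- mice at 6 of 6 circadian times.

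**Figure D1:**
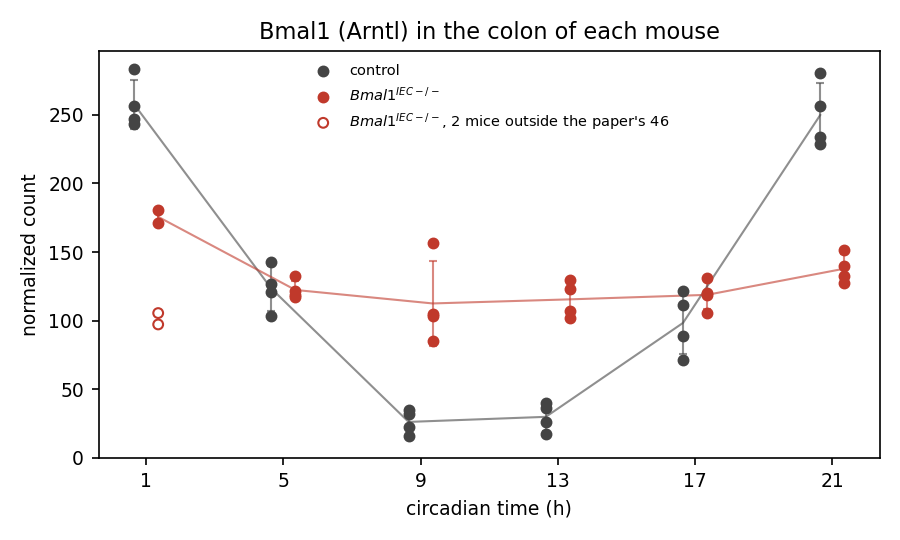
Normalized counts of *Bmal1* (vertical axis) against circadian time in h (horizontal axis), 1 point per mouse, with lines and bars for the mean and SD of the 46 mice and size factors taken over all 48. Open points are the 2 *Bmal1* IEC-/- mice at CT1 outside the 46, at 105.5 and 97.2.

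All 6 circadian times were included, as in the model of the paper's methods. Of the 14475 genes kept by edgeR's filter on low counts, 1605 had an adjusted p under 0.05 with circadian time in the model, and 197 of these also passed a fold change of 1.5, 97 higher and 100 lower in *Bmal1* IEC-/- mice. A test against the fold change of 1.5 itself (edgeR's glmTreat) moved this count most, to 51 genes. *Retnlb* (ENSMUSG00000022650, chromosome 16, 48816856 to 48818892) had 7.34 ± 5.17 (SD, n = 24) normalized counts in control and 143 ± 166 (SD, n = 22) in *Bmal1* IEC-/- mice, a log2 fold change of 4.19 (standard error 0.41, adjusted p = 4.84e-11 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Its mean was higher in *Bmal1* IEC-/- mice at 6 of 6 circadian times, and with each mouse left out in turn the log2 fold change stayed between 3.88 and 4.35. *Tff2* (ENSMUSG00000024028, chromosome 17, 31141049 to 31144282) had 8.98 ± 7.95 (SD, n = 24) normalized counts in control mice. In each of the 22 *Bmal1* IEC-/- mice it had 3 counts or fewer, and 18 had 0, while 4 control mice had 3 counts or fewer as well. Set against the floor of 3 counts, the control mean made it at least 2.99-fold lower (adjusted p = 7.21e-12 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Over all 48 mice *Tff2* did not pass the filter on low counts. The smallest adjusted p among genes lower in *Bmal1* IEC-/- mice belonged to *Nr1d2*, whose log2 value fell by 1.74, *Sis*, which fell by 2.89, and *Thbs4*, which fell by 2.06. Among genes higher in *Bmal1* IEC-/- mice they belonged to *Ggh*, *Glipr2* and *Mtch2*, with log2 fold changes of 1.51, 1.22 and 0.67. The adjusted p of these 6 genes ran from 9.39e-27 for *Ggh* to 2.35e-16 for *Mtch2* (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).

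**Figure D2:**
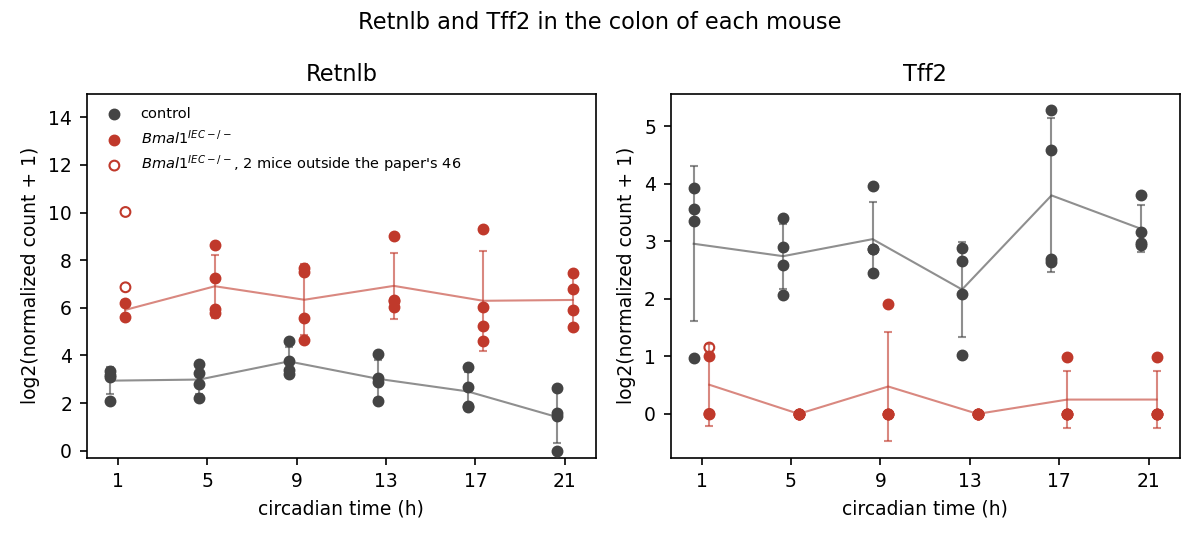
Log2 of the normalized count plus 1 of *Retnlb* (left) and *Tff2* (right) against circadian time in h, 1 point per mouse, with lines and bars for the mean and SD of the 46 mice. Open points are the 2 *Bmal1* IEC-/- mice at CT1 outside the 46, and the highest *Tff2* count in the other 22 *Bmal1* IEC-/- mice is 3.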

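Gene Ontology terms were not analysed here, and short lists of genes were tested for a common shift between genotypes. The list of antimicrobial genes had 16 members among the genes tested, 3 of which the paper names from these mice. Whether it shifted as a whole depended on the test: limma's camera gave an adjusted p of 0.912 (Benjamini-Hochberg adjustment over 13 lists) with 8 members higher and 8 lower in *Bmal1* IEC-/- mice, while the mean log2 expression of its 16 genes in each mouse was 0.29 higher in *Bmal1* IEC-/- mice (adjusted permutation p = 0.00165 over 15 lists). Single members did differ: 10 of the 16 had an adjusted p under 0.05 over all genes tested, and 11 when adjusted over the list alone. Of the 8 members past the fold change of 1.5 as well, 5 were higher and 3 lower. *Ang4* rose by 2.28 on the log2 scale (standard error 0.35, adjusted p = 2.95e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and *Lypd8l* fell by 1.36 (standard error 0.10, adjusted p = 2.12e-15 from the same test), both members of families of similar genes whose shared reads the counting may leave out. The list of genes of T-cell apoptosis had 11 members tested, and limma's camera detected no shift as a whole (adjusted p = 0.653), while limma's fry gave 0.109 over the 46 mice and, upwards, 0.0373 over all 48. Of these 11 members, 4 were higher and 7 lower in *Bmal1* IEC-/- mice, and their mean log2 expression in each mouse differed by 0.04 (adjusted permutation p = 0.432 over 15 lists). An adjusted p under 0.05 was reached by 7 over all genes tested and by 8 adjusted over the list alone. Of the 4 members past the fold change of 1.5 as well, 2 were higher and 2 lower. Among the higher ones *Arg2* rose by 1.02 on the log2 scale (standard error 0.10, adjusted p = 2.22e-11 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The gasdermins moved together, with a median log2 fold change of 0.68 over 7 members (adjusted p = 1.55e-05 from camera, and 1.12e-05 from limma's fry, which estimates the correlation between genes). Among them *Gsdmd* and *Gsdme* did not differ (adjusted p = 0.474 and 0.0748 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and the reads of *Gsdmc2*, *Gsdmc3* and *Gsdmc4*, near copies of each other, are uncertain.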

Consistently, gene ontology enrichment analysis highlighted pathways relevant for ‘humoral immune response,’ ‘defense response to bacterium’ and ‘T-cell apoptotic process’ (Fig. 4C). 

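Principal components were taken from DESeq2's variance-stabilized counts of the 500 most variable genes, and PC1 and PC2 held 20.6% and 11.7% of the variance. Within circadian times, genotype held 90.7% of the variance of PC2 (permutation test, p = 1e-05, the smallest the 100000 resamples can give) and 16.2% of that of PC1 (permutation test, p = 0.00942). Among control mice, circadian time held 90.5% of the variance of PC1 and 90.6% of that of PC2 (permutation test, p = 1e-05 for each). In *Bmal1* IEC-/- mice, the shares were 83.7% of PC1 (permutation test, p = 3e-05) and 74.7% of PC2 (permutation test, p = 0.00014). The difference in these shares between control and *Bmal1* IEC-/- mice was 6.82 percentage points for PC1 and 15.9 for PC2. With each mouse left out in turn, the difference ran from 0.766 to 9.20 for PC1 and from 7.30 to 28.0 for PC2. Permuting genotype within circadian times gave p = 0.342 and 0.43, but this permutation mixes the genotype difference on PC2 into both groups and could hardly detect a difference in time shares there. With the mean of each genotype removed before the permutation, a test chosen after seeing the values, p was 0.23 for PC1 and 0.0164 for PC2, and for PC2 it was under 0.05 in 36 of 46 fits that left out 1 mouse each, but 0.0804 over all 48 mice, 0.1 with all 14475 genes and 0.377 with log2 CPM. With all 14475 genes in place of the 500 most variable, genotype held 2.01% of PC1 and 6.04% of PC2 (permutation test, p = 0.371 and 0.122).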

Clustering according to the genotype was observed by principal component analysis (PCA), but clustering according to the collection time point was less pronounced in *Bmal1*^IEC−/−^ (Fig. 4D). 

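JTK_cycle, computed with an own implementation of its exact rank test over 12 phases, called 7810 transcripts rhythmic in control and 4597 in *Bmal1* IEC-/- mice at an adjusted p under 0.05. The adjustment covers the phases tried for a transcript, not the 32471 transcripts tested. With circadian times permuted among the mice of a genotype, the median number called was 531 in control and 467 in *Bmal1* IEC-/- mice over 99 permutations each. Of the transcripts rhythmic in control mice, 4347 were not called in *Bmal1* IEC-/- mice and 3463 were, a lost share of 55.7%, and 1134 were called in *Bmal1* IEC-/- mice alone. Calling loss only at an adjusted p above 0.5 in *Bmal1* IEC-/- mice moved the share most, to 24.7% (1931 transcripts), and a Benjamini-Hochberg q under 0.05 across transcripts moved it to 77.9%. With each mouse left out in turn the lost share ran from 52.6% to 60.1%. A cosine fit in edgeR in place of JTK_cycle gave 46.0%, but over the 14475 genes kept by the filter on low counts and at an unadjusted p under 0.05. The set of genes and the threshold thus changed along with the method. Leaving out 2 of the 4 control mice at CT1, to match the 2 *Bmal1* IEC-/- mice there, gave 52.2% to 52.7%. The lost share depended on how strong the rhythm was in control mice. It was 14.4% of the 291 transcripts with an adjusted p under 1e-06 in control mice and 76.1% of the 2564 with an adjusted p between 0.01 and 0.05.

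**Figure D3:**
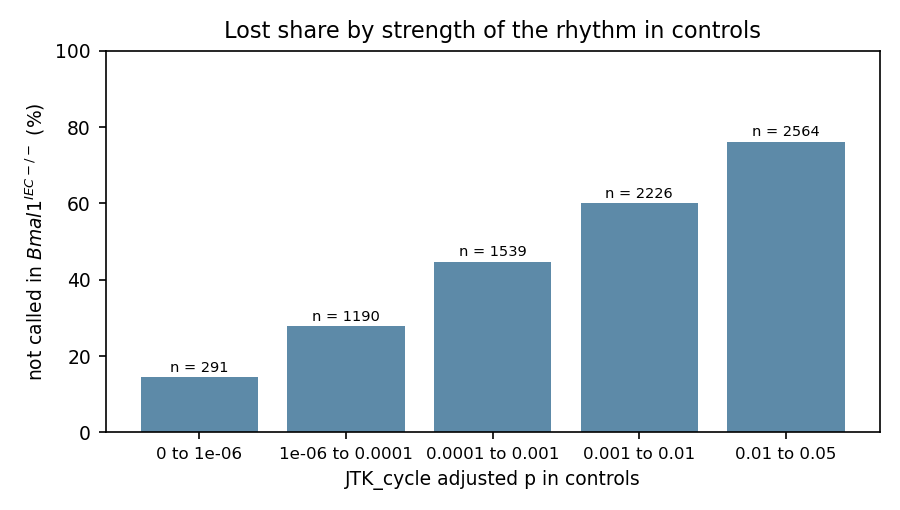
Share of the transcripts rhythmic in control mice that were not called in *Bmal1* IEC-/- mice, in percent (vertical axis), by the JTK_cycle adjusted p in control mice (horizontal axis), with the number of transcripts above each bar. The share rises from 14.4% to 76.1%.

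With genotypes permuted within circadian times, the share of one group's rhythmic transcripts not called in the other was 43.7% on average and at most 58.9%. When control mice were divided into a pair of sets with 2 mice per circadian time, a median of 54.3% of the transcripts rhythmic in one set were not called in the other, against 73.6% not called in a set of *Bmal1* IEC-/- mice of the same size, over 100 draws.

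**Figure D4:**
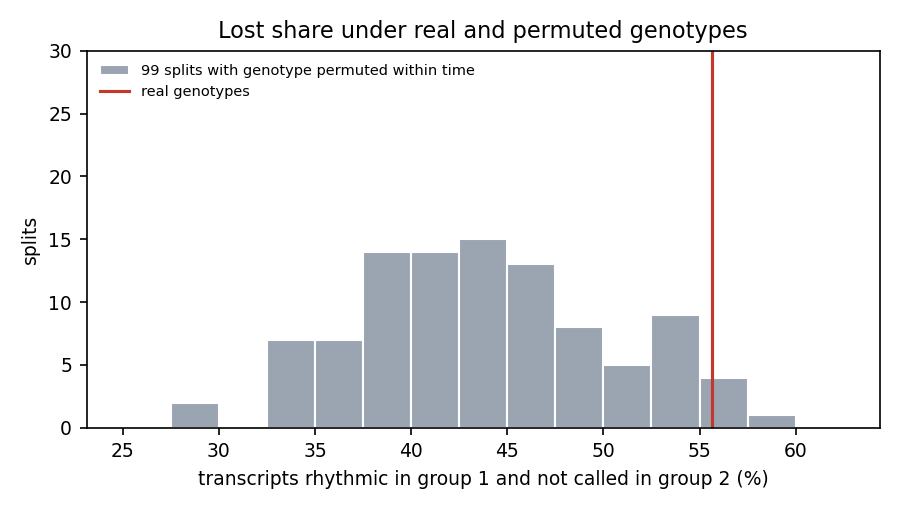
Number of splits (vertical axis) by lost share in percent (horizontal axis) for 99 splits with genotype permuted within circadian time, with a line at the 55.7% of the real genotypes. The splits run from 28.5% to 58.9%.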

Consistently, 55% of rhythmic transcripts in the controls were arrhythmic in *Bmal1*^IEC−/−^ mice (Fig. 4E**left**, Supplementary Table 4). 

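For the 3463 transcripts called in both genotypes, the JTK_cycle amplitude in normalized counts was compared between genotypes. The median ratio of the amplitude in *Bmal1* IEC-/- mice to that in control mice was 0.843, with quartiles of 0.659 and 1.09. The amplitude was lower in *Bmal1* IEC-/- mice for 2330 transcripts, a share of 67.3%, and it was below 0.5 times that of control mice for 285 transcripts, a share of 8.23%. Transcripts are not independent replicates, so no p across them is given. With the *Bmal1* IEC-/- amplitude taken at the phase of control mice the median ratio was 0.733, the alternative that moved it most, and with each mouse left out in turn it ran from 0.812 to 0.893. Over all 48 mice the amplitude was lower for 63.9%. Simulated transcripts with one rhythm in both groups gave a median ratio of 1.05. With genotypes permuted within circadian times, however, 7 of 100 splits, the real one among them, gave a median ratio as low as 0.843. The lowest was 0.771, so an accident of grouping stays open. The peaks of the 2 genotypes lay within 2 h of each other for 83.7% of these transcripts, and the peak came later in *Bmal1* IEC-/- mice for 1872 and earlier for 375.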

The majority of the resilient rhythmic transcripts showed a highly suppressed amplitude in *Bmal1*^IEC−/−^ mice (Fig. 4E, **right**). 

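DODR was not used here, and a change of rhythm was tested in edgeR as the interaction of genotype with a 24-h cosine and sine. Among the 8084 transcripts that JTK_cycle called in either genotype and that passed the filter on low counts, 187 had a changed rhythm at an adjusted p under 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Of these, 68 were called in control mice alone, 113 in both genotypes and 6 in *Bmal1* IEC-/- mice alone. Including the 2 mice outside the paper's samples moved these counts most, to 192 called in control mice alone, 235 in both and 17 in *Bmal1* IEC-/- mice alone. With each mouse left out in turn the count over all classes ran from 147 to 229. *Arntl* (adjusted p = 2.82e-13) and *Cldn8* (adjusted p = 1.07e-11) were among the transcripts with the smallest adjusted p (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Of the 4347 transcripts that lost their call in *Bmal1* IEC-/- mice, 3849 could be tested for a change of rhythm, and 627 of them, 16.3%, had an unadjusted p under 0.05, against 19.5% of the 3389 tested among those called in both genotypes. From the share of p above 0.5, an estimated 55.4% of the lost and 64.1% of the maintained transcripts had an unchanged rhythm, and since the classes were formed on the same mice, these shares have no known value without a change. On simulated counts with the real means and library sizes, this test recovered 91% of 200 transcripts whose rhythm, of relative amplitude 0.6, was removed in one group.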

DODR analysis further confirmed that >200 genes either lost or changed rhythmicity (114/104, respectively) in *Bmal1*^IEC−/−^ mice and were enriched in pathways related to “circadian rhythm” and “inflammatory response” (Fig. 4F). In particular, genes involved in the inflammatory and immune responses [24–26], including *Ffar2*, *Hc, Abcc2* and *Rorc*, goblet cell function [27] and immune cell migration [28, 29], such as *Cxcr4* and *Vcam-1*, lost rhythmicity in *Bmal1*^IEC−/−^ mice (Fig. 4G, Supplementary Fig. 5A, B, Supplementary Table 4). Accordingly, immune cell frequency (CD4^+^ and CD8^+^ T cells and dendritic cells) lost rhythmicity in the colonic LP of *Bmal1*^IEC−/−^ mice (Fig. 4H), similar to the results obtained for *IL-10*^−/−Sv129^ mice (Fig. 1E). 

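*Ffar2* (ENSMUSG00000051314, chromosome 7, 30818348 to 30823775) was rhythmic in control mice, with a JTK_cycle adjusted p of 4.39e-06 (exact test) and a peak at 0 h, and was not called in *Bmal1* IEC-/- mice (p = 0.543). Its rhythm differed between the genotypes (adjusted p = 0.000253 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Hc* (ENSMUSG00000026874, chromosome 2, 34983331 to 35061438) went from a JTK_cycle p of 0.00015 in control to 1 in *Bmal1* IEC-/- mice, and *Abcc2* (ENSMUSG00000025194, chromosome 19, 43782192 to 43840740) from 2.45e-05 to 0.28. For these 2 genes the difference in rhythm itself had an adjusted p of 0.0744 and 0.0742 over the 46 mice (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Over all 48 mice the values were 0.023 for *Hc* and 0.0583 for *Abcc2* (the same test). Across the fits that each left out 1 mouse they ran from 0.0218 to 0.139 for *Hc* and from 0.0343 to 0.131 for *Abcc2*. *Cxcr4* had a p of 0.0254 in control and 0.154 in *Bmal1* IEC-/- mice, and without control replicate SV438 at CT17 the control p was 0.0674. *Vcam1*, the *Vcam-1* of the paper, was called in both genotypes (p = 6.3e-06 in control and 0.0386 in *Bmal1* IEC-/- mice). The interaction test gave an adjusted p of 0.696 for *Cxcr4* and 0.581 for *Vcam1* (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), so a difference in their rhythm between genotypes was not detectable here.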

Although a lack of the intestinal clock did not result in a pathophysiological phenotype (Supplementary Fig. 5C–E), neither the colon weight nor the concentration of complement 3 in the stools of *Bmal1*^IEC−/−^ mice was significantly increased (Fig. 4I). These findings are consistent with the results obtained from *IL-10*^−/−^ mice (Fig. 1F, Supplementary Fig. 5F), suggesting that intestinal clock dysfunction might indeed magnify inflammatory processes in *IL-10*^−/−^ mice.

**Fig. 4:**
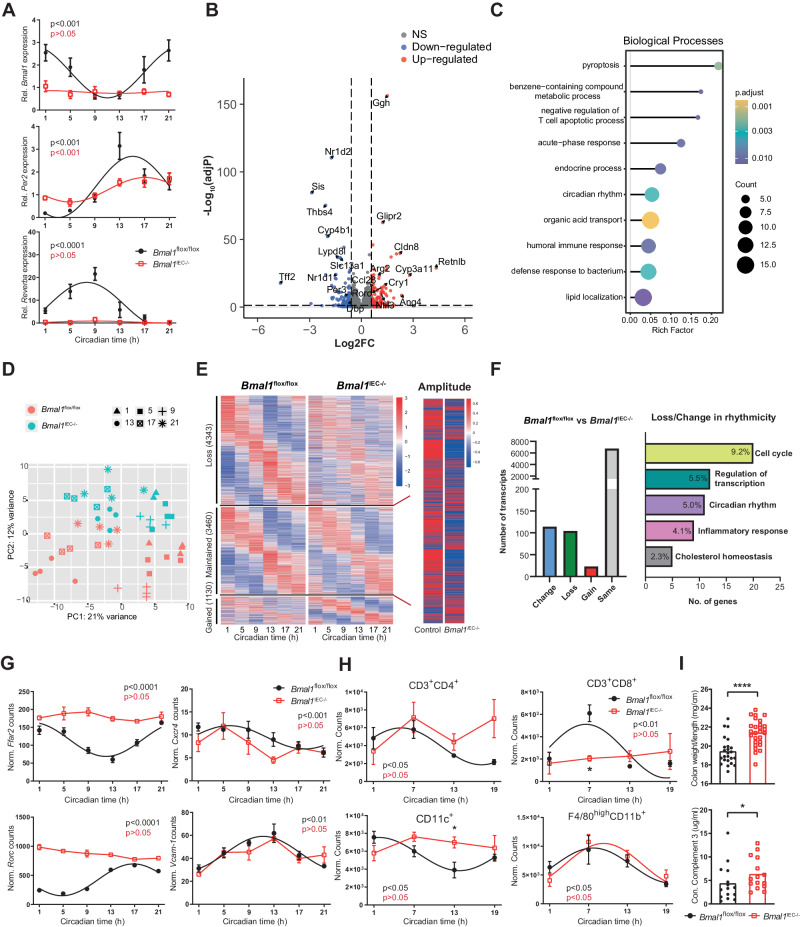
The intestinal clock regulates transcripts involved in intestinal immune responses. **A** Clock gene expression and **B** volcano plot of transcriptional changes (upregulated: adjusted *p* < 0.05, FC > 1.5, red; downregulated: adjusted *p* < 0.05, FC > 1.5, blue) in colon tissues from control and *Bmal1*^IEC−/−^ mice. **C** Gene Ontology enrichment analysis of differentially expressed genes. **D** Principal component analysis of 46 colon samples obtained from control (red) and *Bmal1*^IEC−/−^ (blue) mice. Different shapes indicate different circadian time (CT) points. **E** Heatmap of transcripts that lost, maintained or gained rhythmicity in colon tissues from *Bmal1*^IEC−/−^ mice (left) and amplitude comparison of the transcripts that maintained rhythmicity (right) (JTK_cycle adj.*p* < 0.05 as rhythmic). Transcripts are ordered according to the peak phase of the control groups. Each column represents the group average for each time point. **F** Number of transcripts whose rhythmic changes were lost/changed according to comparison (left) and GO analysis (top 5, right). Circadian profiles of **G** gene expression and immune cell frequency **H** in the colonic LP of control and *Bmal1*^IEC−/−^ mice. **I** Colon weight (top) and complement 3 levels in the feces of control and *Bmal1*^IEC−/−^ mice. The data points represent individual mice (*n* = 4/time points for each genotype). Mann–Whitney *U* test. Asterisks indicate significant differences; *p < 0.05, ****p < 0.0001. Significant rhythms are illustrated with fitted cosine-wave regression using a line (significance: cos-fit *p* value ≤ 0.05). Details on the number of mice per time point are summarized in Supplementary Table 6

### *Bmal1*^IEC−/−^ mice are susceptible to acute and chronic colon inflammation

To directly determine the cause‒effect relationship between intestinal clock dysfunction and GI inflammation, *Bmal1*^IEC−/−^mice and controls were released into DD condition and received drinking water supplemented with 2% DSS (Fig. 5A) to induce tissue damage and create a model of acute colitis [30]. DSS treatment of *Bmal1*^IEC−/−^ mice caused a significant reduction in body weight, an increase in the disease activity index (DAI) [31], and a decrease in colon length compared to DSS treated controls (Fig. 5B–D). Accordingly, the expression of inflammatory markers, such as *Tnf*, and neutrophil and macrophage recruitment to the colonic LP, were strongly enhanced in *Bmal1*^IEC−/−^ mice (Fig. 5E, F). Consistently, in the same mice, histopathological evaluation of colon cross-sections revealed significant differences between genotypes after DSS treatment, which was reflected by increased histological scores in *Bmal1*^IEC−/−^mice **(**Fig. 5G, H). Additionally, intestinal clock dysfunction caused the loss of goblet cells following DSS treatment (Fig. 5I), which represents a critical factor during DSS-induced colitis [31]. These results demonstrated increased sensitivity to DSS-induced colitis in *Bmal1*^IEC−/−^ mice.

**Fig. 5:**
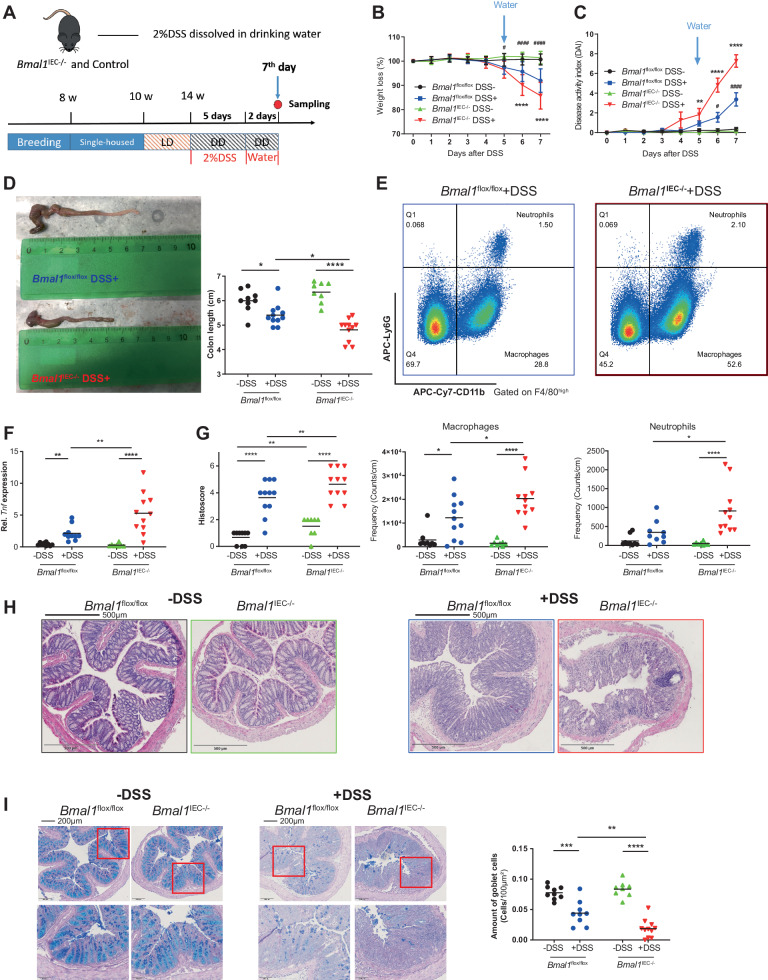
*Bmal1*^IEC−/−^ mice are more susceptible to DSS-induced colitis. **A** Schematic illustration of the DSS treatment procedure. Body weight changes **B** and disease activity indices **C** of control and *Bmal1*^IEC−/−^ mice during DSS/water administration. **D** Representative images of the colon (left) and colon length measurements (right). **E** Gating strategy for macrophages and neutrophils in the colon LP and quantification. *Tnf* expression in colon tissues **F**, histopathological scores **G**, representative H&E staining **H** and PAS-AB staining quantification of the number of goblet cells based on a minimum of 20 crypts for each section **I** of colon sections from control and *Bmal1*^IEC−/−^ mice with/without DSS treatment. The data points represent individual mice (*n* > 8 for each group). Two-way ANOVA and Benjamini‒Hochberg correction were used. Asterisks indicate significant differences between genotypes after DSS treatment; *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001. Octothorpes indicate significant differences between *Bmal1*^flox/flox^ mice after treatment (#*p* < 0.05, ##*p* < 0.01, ###*p* < 0.001). Details on the number of mice per time point are summarized in Supplementary Table 6

To further assess the impact of the intestinal clock on IBD development, we evaluated IBD pathology in a newly generated genetic mouse model prone to developing chronic colitis combined with a dysfunctional intestinal clock (*Bmal1*^IEC−/−^x*IL-10*^−/−BL6^). IL-10 deficiency on the BL6 background causes less severe colitis symptoms than on the SV129 background [16], which is likely a result of less severe alterations in clock gene expression (Fig. 6A, Fig. 1B, Supplementary Fig. 6F). The additional loss of the intestinal clock dramatically reduced the survival rates of *Bmal1*^IEC−/−^x*IL-10*^−/−BL6^ mice (Fig. 6B). In particular, all *Bmal1*^IEC−/−^x *IL-10*^−/−BL6^ mice were euthanized before the end of the experiment due to their severe disease burden, while approximately 30% of *IL-10*^−/−BL6^ mice survived. More severe tissue inflammation was observed in *Bmal1*^IEC−/−^x*IL-10*^−/−BL6^ mice, which was reflected by increased spleen, colon and MLN weights and increased disease scores (Fig. 6C–E). Similar to our previous results obtained from *Bmal1*^IEC−/−^ mice [11], the microbiota diversity differed between genotypes, and circadian rhythmicity in terms of species richness and the abundance of the major phyla was dramatically disrupted in *Bmal1*^IEC−/−^x*IL-10*^−/−BL6^ mice, whereas only mild circadian changes were observed in *IL-10*^−/−BL6^ mice (Supplementary Fig. 6A–C). Moreover, a heatmap showing the peak relative abundances of zOTUs and their quantification confirmed the disruption of microbial rhythmicity in *Bmal1*^IEC−/−^x*IL-10*^−/−BL6^ mice, whereas intermediate phenotypes were found in *IL-10*^−/−BL6^ mice (Supplementary Fig. 6D, E). Taken together, these data demonstrate that a lack of the intestinal clock promotes sensitivity to acute and chronic colon inflammation.

**Fig. 6:**
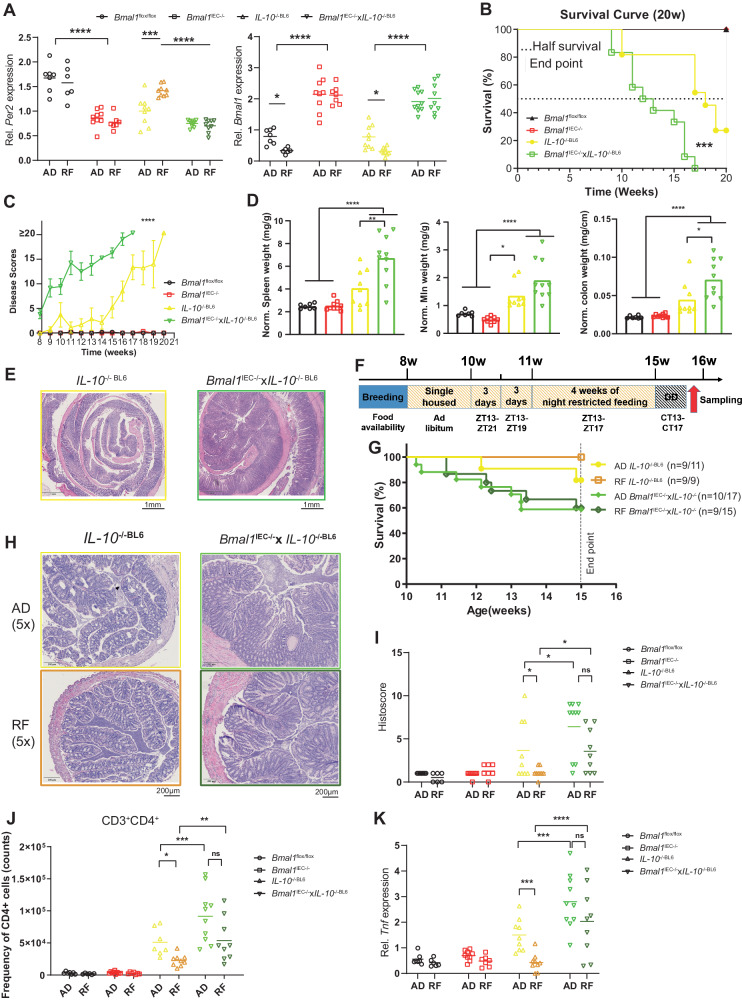
Restricted feeding ameliorates the IBD-like symptoms in mice by targeting the intestinal clock. Colon clock genes expression **A** and survival **B** in control, *Bmal1*^IEC−/−^, *IL-10*^−/−BL6^ and *Bmal1*^IEC−/−^x*IL-10*^−/−BL6^ mice under AD and RF conditions. Disease scores **C**, organ weights **D**, and representative H&E staining images of colon sections **E** from *IL-10*^−/−BL6^ and *Bmal1*^IEC−/−^x*IL-10*^−/−BL6^ mice under AD conditions. **F** Schematic illustration of the experimental RF design. Survival analysis **G**, representative H&E staining of colon sections **H**, histopathological scores **I**, immune cell frequency in the colonic LP **J** and *Tnf* expression **K** in *IL-10*^−/−BL6^ and *Bmal1*^IEC−/−^x*IL-10*^−/−BL6^ mice under AD and RF conditions. The data points represent individual mice (*n* > 6/time points for each group). One-way ANOVA, two-way ANOVA following Benjamini‒Hochberg correction, and three-way ANOVA followed by Benjamini–Krieger-–Yekutieli correction were used. *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001. The data are presented as the mean ± SEM. Details on the number of mice per time point are summarized in Supplementary Table 6

### Restricted feeding requires a functional intestinal clock to ameliorate colitis symptoms

To evaluate whether the beneficial effect of RF on the severity of GI inflammation observed in *IL-10*^−/−Sv129^ mice is caused directly by restoration of the gut clock function, *Bmal1*^IEC−/−^x*IL-10*^−/−BL6^ mice, *IL-10*^−/−BL6^ mice and controls were exposed to RF conditions (Fig. 6F). RF in *IL-10*^−/−BL6^ mice restored clock gene expression to control levels at CT13, whereas its expression was not restored in *Bmal1*^IEC−/−^ mice or *Bmal1*^IEC−/−^x*IL-10*^−/−BL6^ mice due to a lack of intestinal *Bmal1* (Fig. 6A, Supplementary Fig. 6F). Assessment of the humane endpoint of the experiment revealed that RF failed to improve the survival rate of *Bmal1*^IEC−/−^x*IL-10*^−/−BL6^ mice (9/15, 60%), but RF significantly improved the survival rate of *IL-10*^−/−BL6^ mice (9/9, 100%) (Fig. 6G). Consistently, according to the pathohistological evaluation, CD4^+^ T-cell recruitment and colonic *Tnf* expression were greater than the control levels in *IL-10*^−/−BL6^ mice under RF conditions (histology: *p* = 0.0138, CD4 cell recruitment: *p* = 0.0069, TNF expression: *p* = 0.0404) but remained indistinguishable between AD and RF conditions in *Bmal1*^IEC−/−^x*IL-10*^−/−BL6^ mice (histology: *p* = 0.7718, CD4 + T-cell recruitment: *P* = 0.6826, TNF expression: *P* = 0.7619; Fig. 6H–K), suggesting that the intestinal clock gates the beneficial effect of RF. Notably, RF in *Bmal1*^IEC−/−^x*IL-10*^−/−BL6^ mice enhanced species richness to control levels, whereas the microbiota remained arrhythmic (Supplementary Fig. 6G), indicating that a loss of microbial rhythms might be involved in the disease phenotype rather than the overall amount of species. Indeed, we identified 40 zOTUs that gained rhythmicity during RF in *IL-10*^−/−BL6^ mice but remained arrhythmic in *Bmal1*^IEC−/−^x*IL-10*^−/−BL6^ mice. The majority of these zOTUs belonged to the intestinal clock-controlled [11] families *Lachnospiraceae, Muribaculaceae* and *Oscillospiraceae* (Supplementary Fig. 6H, Supplementary Table 5).

In summary, these results clearly demonstrated that intestinal clock dysfunction significantly contributes to colitis severity and that RF improved GI inflammation by targeting intestinal clock functions. Moreover, we provide the first evidence that the intestinal clock gates the inflammatory response and can be directly targeted by RF to mediate the severity and progression of IBD symptoms.

## Discussion

Alterations in clock genes were found in colonic biopsy samples from IBD patients [12]. In this study on *IL-10*^−/−^ mice, a previously described IBD-relevant mouse model of colitis [16], we provide evidence that a disrupted colonic circadian clock is a cause rather than a consequence of GI inflammation in IBD. We demonstrated that specific loss of the circadian function of the IEC clock enhances the severity and prevalence of DSS-induced colitis symptoms in mice. This finding is in accordance with previous literature showing that a lack of colonic *Bmal1* worsened DSS-induced colitis [30].

In a novel genetic mouse model of colitis that also lacks a functional intestinal clock, we provide the first evidence for a cause‒effect relationship between intestinal clock function and colitis. These *Bmal1*^IEC−/−^x*IL-10*^−/−BL6^ mice develop a severely enhanced immune phenotype and experience dramatically reduced survival rates.

Potential mechanisms by which a disrupted colon clock in, e.g., *IL-10*^−/−^ mice, might affect GI inflammation include genes involved in local immune functions and epithelial–microbe interactions. The intestinal clock regulates important inflammatory marker genes, such as *Tnf*, which are arrhythmic and enhanced in *IL-10*^−/−^ mice and have previously been linked to the development of IBD [32].

Intestinal clock-controlled genes are also involved in immune cell recruitment, such as *Ffar2*, which plays an important role in intestinal homeostasis by regulating immune cell abundance in colonic lymphoid tissues and the secretion of mucus-associated proteins and antimicrobial peptides [24], as well as *Abcc2*, which actively regulates mucosal inflammation [26]. Both genes lost rhythmicity in *Bmal1*^IEC−/−^ mice. Moreover, *Rorc*, which encodes the IBD risk factor RORγ [25], was elevated and arrhythmic in mice lacking an intestinal clock. These results further suggest the importance of the intestinal clock in modulating the IBD-like phenotype.

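*Ffar2* had 116 ± 39.4 (SD, n = 24) normalized counts in control and 180.2 ± 21.7 (SD, n = 22) in *Bmal1* IEC-/- mice, a log2 fold change of 0.70 (standard error 0.09, adjusted p = 1.12e-07 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Tested against a fold change of 1.5 itself, this difference had an adjusted p of 1. The JTK_cycle amplitude of *Ffar2* was 45.4 normalized counts in control and 10.0 in *Bmal1* IEC-/- mice. *Abcc2* had 25.8 ± 17.0 (SD, n = 24) normalized counts in control and 8.12 ± 3.46 (SD, n = 22) in *Bmal1* IEC-/- mice, and its log2 value fell by 1.56 (standard error 0.17, adjusted p = 1.48e-09 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Its JTK_cycle amplitude was 11.1 normalized counts in control and 0.342 in *Bmal1* IEC-/- mice, and its amplitude from a fitted cosine 17.57 and 2.425, so the size of the fall depended on the method. The fit of a cosine to the *Bmal1* IEC-/- mice (F test, n = 22) gave p = 0.261 for *Ffar2* and p = 0.0594 for *Abcc2*. Neither gene was called by JTK_cycle in *Bmal1* IEC-/- mice in any of the 46 fits that each left out 1 mouse, or over all 48 mice. Beside its colitis, microbiota transfer and feeding experiments, the paper takes genes such as *Ffar2* and *Abcc2* as further grounds. From these it proposes that the intestinal clock matters for the IBD-like phenotype.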

In addition, the expression of the promigratory genes *Vcam-1* and *Cxcr4* undergoes diurnal oscillation in multiple lymphoid and nonlymphoid tissues [28, 29]. Here, we revealed that the circadian rhythm of the expression of these two genes in the colon requires a functional intestinal clock. For example, the expression of *Vcam-1* and *Cxcr4* was arrhythmic in colonic tissues from mice harboring a dysfunctional intestinal clock (*IL-10*^−/−Sv129^ and *Bmal1*^IEC−/−^). Furthermore, *Cxcr4* mediates diurnal oscillations in T-cell distribution and responses [28], and *Vcam-1* is involved in the rhythmic pattern of leukocyte migration [29]. Therefore, the arrhythmicity of these genes likely contributes to immune cell recruitment to the colon LP and thus impacts the local immune response.

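*Vcam1* (ENSMUSG00000027962, chromosome 3, 116109949 to 116129688) peaked at 12 h in both genotypes, with a JTK_cycle amplitude of 11.4 normalized counts in control and 5.93 in *Bmal1* IEC-/- mice. *Bmal1* IEC-/- means ran from 26.1 ± 2.01 (SD, n = 2) at CT1 to 57.1 ± 3.63 (SD, n = 4) at CT13. Fitted with a cosine, its p in *Bmal1* IEC-/- mice was 0.067, and with each mouse left out in turn JTK_cycle called it in 36 of 46 fits, with p from 0.00355 to 0.138. *Cxcr4* (ENSMUSG00000045382, chromosome 1, 128588199 to 128592293) had 9.47 ± 2.95 (SD, n = 24) normalized counts in control and 7.7 ± 4.08 (SD, n = 22) in *Bmal1* IEC-/- mice. At so few counts its amplitude was 2.69 in control and 1.44 normalized counts in *Bmal1* IEC-/- mice. The level differed between genotypes for neither gene (adjusted p = 0.256 for *Cxcr4* and 0.841 for *Vcam1* from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The *IL-10* -/-Sv129 mice were not analysed here.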

Here, we provide the first evidence for a functional role of the intestinal clock in regulating rhythmic immune and inflammatory processes, including immune cell recruitment and the microbiota composition, which are both key elements in IBD development and progression [32]. Dysfunctional colon clocks in *IL-10*^−/−^ and *Bmal1*^IEC−/−^ mice caused a loss of rhythmicity in the recruitment of T cells to the colonic lamina propria. Similarly, rhythmic leukocyte trafficking into the bloodstream and infiltration to the lymph nodes, spleen and bone marrow have previously been described for T cells and monocytes and depend on cell- and tissue-specific clocks [33].

The physiological importance of diurnal immune cell recruitment was demonstrated in lymphoid organs, which improved the immune response to antigens and bacterial infection [28]. Specific clustering of intestinal CD4+ cells induced colitis in an adoptive transfer mouse model [34]. Consequently, arrhythmic leukocyte recruitment to the colon might augment the inflammatory response in mice with a disrupted colon circadian clock.

The microbiota composition and function are associated with the development of GI inflammation [35], and the arrhythmicity of the microbiome is linked to the development of obesity and type 2 diabetes [36]. Interestingly, microbiome rhythmicity was disrupted in *IL-10*^−/−Sv129^ mice. This was likely caused by intestinal clock dysfunction in these mice because the intestinal clock was recently identified as a major driver of microbiota rhythmicity [11]. Indeed, *Bmal1*^IEC−/−^x*IL-10*^−/−BL6^ mice with a genetically dysfunctional intestinal clock exhibit a more pronounced loss of microbial rhythmicity than *IL-10*^−/−BL6^ mice. Similar to previous results obtained from *Bmal1*^IEC−/−^ mice [11], intestinal clock-controlled taxa involved in SCFA fermentation and secondary bile acid formation lost rhythmicity in *IL-10*^−/−Sv129^ mice and thereby likely caused arrhythmicity in the levels of specific BAs, such as DCA, 7-sulfo CA, HDCA and α-MCA, which have frequently been linked to intestinal inflammation [37]. Notably, reduced levels of secondary BAs, e.g., DCAs and HDCAs, identified in *Bmal1*^*IEC*−/−^ mice receiving disease-associated microbiota were also found in patients with UC, and supplementation, particularly with DCA, ameliorated experimental colitis in mice [20]. Therefore, the generation of arrhythmic microbial-derived products due to the composition of the arrhythmic microbiota in *IL-10*^−/−^ mice might promote their inflammatory immune response.

Indeed, our recent transfer experiments provided evidence that the arrhythmic microbiota can alter GI immune homeostasis [11]. However, the transfer of the arrhythmic microbiota from *Bmal1*^*IEC*−/−^ did not increase the severity of inflammation in germ-free *IL-10*^−/−^ recipients (although 15% more IL-10^−/−^ mice developed inflammation), suggesting that intestinal clock dysfunction rather than the loss of microbial rhythmicity induces colonic inflammation. Indeed, the transfer of IBD-associated microbiota provides direct evidence for the physiological relevance of the intestinal circadian clock in the microbiota-induced inflammatory response. In particular, the findings in *Bmal1*^*IEC*−/−^ recipients reflect the immune response and altered microbiome observed in *IL-10*^−/−^ donors and thus indicate an activated, early inflammatory response, although in colon cross-sections, no pathohistological tissue changes could be observed between genotypes. This might be due to patchy colonic inflammation associated with the Crohn’s disease-like phenotype reported in *IL-10*^−/−^ mice [38]. Future transfer experiments (long-term and short-term) in *IL-10*^−/−^ mice using “Swiss rolls” to investigate inflammation in the entire intestine might clarify whether the loss of microbial rhythmicity per se rather than the IBD-associated microbiota can promote gastrointestinal inflammation.

Taken together, these results highlight the relevance of intestinal clock function for GI inflammatory processes involved in microbiota-induced IBD development. Interestingly, a functional intestinal clock in control recipients was capable of restoring the circadian time differences of zOTUs. These rhythmic hosts showed reduced immune cell recruitment into the LP and inflammatory marker gene expression, indicating that the restoration of intestinal clock functions might reduce GI inflammation.

To determine whether intestinal clock function can be targeted by meal timing to influence the immune response to GI inflammation, *IL-10*^−/−^ mice were exposed to nighttime-restricted feeding (RF). Here, we demonstrated that rhythmicity and the amplitude of the colonic circadian clock can indeed be restored by RF in a diseased mouse model (*IL-10*^−/−^) with disrupted colonic clock function. Moreover, targeting the colon clock by RF further led to the restoration of rhythmic colon clock functions, such as CD4^+^ T-cell recruitment into the colonic LP and microbiome oscillations. This finding is in line with the literature showing that RF in rodents influences various peripheral clocks [9, 15] and genes involved in inflammatory signaling, such as NF-kB, TLR and IL-17, in many tissues, including the intestine [39]. Consistent with our hypothesis, RF further ameliorated the IBD-like colitis phenotype in *IL-10*^−/−^ mice and substantially enhanced their survival rate. This finding is in accordance with results obtained in mice showing that RF protects against DSS-induced colitis by affecting intestinal functions [40]. Interestingly, meal timing in humans has been tested for the treatment of a variety of diseases, including diabetes, cardiovascular diseases and cancer [13], and inconsistent meal times could be correlated with IBD symptoms [41], indicating that RF might become a strategy for the treatment of IBD patients. However, further experiments are required to validate the long-term effect of RF.

Importantly, we provide the first direct mechanistic evidence that the effect of RF on the severity of IBD is directly gated by the intestinal clock because RF fails to reduce the inflammatory phenotype (immune cell infiltration, inflammatory marker gene expression, histopathological scores) when the intestinal clock is genetically dysfunctional in *Bmal1*^*IEC*−/−^x*IL-10*^−/−^ mice. Our results clearly demonstrated that intestinal clock dysfunction significantly contributes to colitis severity and that RF improved GI inflammation by targeting intestinal clock functions. Notably, we observed improved microbiota richness following RF in *Bmal1*^*IEC*−/−^x*IL-10*^−/−^ mice (Supplementary Fig. 6B, G), which has been associated with improved IBD conditions [42]. Thus, we cannot exclude the possibility that other factors, such as the microbiome, which is known to respond to RF [8] independent of the intestinal clock, might also contribute to improved disease outcomes. Nevertheless, no significant improvements in tissue pathology, the inflammatory response or overall survival following RF were observed in *Bmal1*^*IEC*−/−^x*IL-10*^−/−^ mice. Thus, these results demonstrate that the intestinal clock represents a target for the treatment of GI inflammation. Whether the beneficial effect of RF is solely due to intestinal clock functions or can be affected by additional factors remains to be addressed in future experiments. For example, the role of the intestinal clock in mediating the effect of RF could be further validated by subjecting intestinal clock-deficient mice to DSS treatment and placing them under RF or AD-fed conditions.

Taken together, our results demonstrate that a functional intestinal clock is essential for maintaining GI homeostasis and is a major player in IBD progression. In addition, our findings suggest that enhancing intestinal clock function by meal timing might become the next step in developing novel strategies for circadian therapies for IBD and potentially other metabolic diseases in humans.

## Methods

### Ethics statement and mouse models

For details, see the supplementary material.

### Behavior analysis

Handling and activity measurements during the experiments were performed as previously described [43]. Wheel-running activity was analyzed using ClockLab software (Actimetrics). The last 10–14 days of each condition were used to determine the period (tau, calculated using an X^2^ periodogram and confirmed by fitting a line to the onset of activity), the duration of the active period (alpha), the amount of activity, and the subjective day/night activity ratio (where the subjective day under DD conditions is the inactive period between the cessation of activity and the onset of activity and the subjective night is the active period between the onset of activity and the cessation of activity). The average daily food intake was measured in the second week under different light conditions and *ad libitum* feeding conditions. For the restricted feeding condition, the average daily food intake was measured manually over 3 consecutive days in the last week of the restricted feeding period.

### Light–dark (LD) and constant darkness (DD) conditions

Male *IL-10*^−/−Sv129^ mice and their wild-type littermates were housed individually at 8 weeks of age under an LD cycle for 2 weeks (aged 8–10 weeks), switched to a DD cycle for 2 more weeks (aged 10–12 weeks) and subsequently returned to the LD phase.

### Nighttime-restricted feeding

Fourteen-week-old *IL-10*^−/−Sv129^ mice and wild-type littermates were gradually introduced to the restricted feeding (RF) protocol starting with 8 h of food availability (ZT13-ZT21) for the first 3 days, followed by 6 h of food availability (ZT13-ZT19) for the following 3 days and finally 4 h of food availability (ZT13-ZT17) for four weeks. The same RF regimen was also applied to *Bmal1*^flox/flox^, *Bmal1*^IEC−/−^, *IL-10*^−/−BL6^ and *IL-10*^−/−BL6^ x *Bmal1*^IEC−/−^ mice, with an earlier start point at the age of 10 weeks. Tissues were harvested at the end of the 4 week RF period on the 2nd day in constant darkness.

### Tissue collection

For details, see the supplementary material.

### Organoids

For details, see the supplementary material.

### Gene expression analysis

For details, see the supplementary material.

### RNA sequencing

RNA quality was verified using an Agilent2100 Bioanalyzer with RNA 6000Nano Reagents. Library preparation and rRNA depletion were performed using the TruSeq Stranded mRNA Library Prep Kit. After the final QC step, the libraries were sequenced in a paired-end mode (2 × 150 bases) on a Novaseq6000 sequencer (Illumina) with a depth of ≥ 12 million paired reads per sample.

### Pre-processing

The quality of the next-generation sequencing data was assessed with FastQC v0.11.5 (RRID:SCR_014583, http://www.bioinformatics.babraham.ac.uk/projects/fastqc/), and low-quality samples were filtered out. Adapter content and low-quality reads were removed using Trimmomatic v0.39 [44].

Trimmed FASTQ files were then mapped against the mouse mm10 genome with the STAR v2.7.5c aligner [45]. Format conversions were performed using SAMtools v1.3.1 [46]. The featureCounts program v1.4.6 [47] was used to count reads located within an exon that did not overlap with multiple features, with a threshold of MAPQ ≥ 4, and that were not chimeric.

### Normalization and differentially expressed gene analysis

DESeq2 version 1.22.0 (RRID:SCR_015687 [48]) was used to normalize the read count matrix and perform differential expression analysis. The Bioconductor package “biomaRt” version 2.38 (RRID:SCR_002987 [49]) was used to map the MGI symbols to Ensembl gene IDs. To identify general DEGs between WT and KO mice, an initial model (Genotype + Time) with a filtering FC > 1.5 and Benjamini‒Hochberg-Adj.*p* < 0.05 was used to identify the differentially expressed genes (DEGs). 

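With DESeq2 in place of edgeR and the same model, 210 genes passed both thresholds, 103 higher and 107 lower in *Bmal1* IEC-/- mice, and 193 of them are among the 197 given by edgeR. The paper's table of differentially expressed genes has 202 entries, 94 higher and 108 lower, for 200 genes. Of these, 185 passed the filter on low counts, all 185 in the paper's direction, with a median absolute difference of 0.0257 between the paper's log2 fold changes and those of edgeR. A set of 181 was past both thresholds in both, and DESeq2 shared 193 with the paper's table. Without circadian time in the model 161 genes passed, all among the 197.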

Then, a multimodel (Genotype + Period + Genotype: Period) was used to compare day vs. night differences.

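The interaction of genotype with period (day or night) was tested over 12 control and 10 *Bmal1* IEC-/- mice by day and 12 of each genotype by night. It was past an adjusted p of 0.05 for 10 of 14475 genes (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and in each of the 10 the *Bmal1* IEC-/- minus control difference was lower by night than by day. DESeq2 moved this count most, to 19 genes, of which 9 were among the 10, and over all 48 mice it was 18, again with 9 of the 10. For *Cry1* (ENSMUSG00000020038, chromosome 10, 85131700 to 85185064), the log2 difference fell by 1.32 from day to night (standard error 0.22, adjusted p = 0.00121 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). On simulated counts, this test recovered 80% of 200 genes whose fold change of 2 was present in one period only. These genes were simulated without a course over time inside a period, so the share recovered among rhythmic genes is not known.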

Gene Ontology biological process enrichment was performed using clusterProfiler (RRID: SCR_016884) [50], and GO terms were considered to be significantly enriched when the *q* value was <0.05. All genes expressed with a minimum of 1 count in any of the samples were used as the background. Redundant terms were removed manually.

### Circadian analysis

The rhythmicity of the oscillating transcripts was measured by the JTK cycle [51] through the MetaCycle R package [52]. With the settings of Period=24 h and adj.*p* < 0.05, filtered genes were then defined as rhythmic. 

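The implementation of JTK_cycle was checked against the part of the paper's control rhythm table at hand, which holds 1431 of 7810 entries. The adjusted p was within 0.1% of the paper's for all 1431 transcripts, the amplitude for 1412, and the peak time was the same for 1401. The paper's *Bmal1* IEC-/- rhythm table has 4597 entries, whose values were not at hand. On simulated counts JTK_cycle recovered 98.5% of 200 rhythmic transcripts with 24 control mice and 100% with 22 *Bmal1* IEC-/- mice, and it called 3.38% and 2.97% of 13675 transcripts simulated without rhythm. With CPM and TMM factors in place of DESeq2's size factors, the lost share was 55.5%.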

The package compareRhythms [53] was modified to compare rhythmicity differences in transcripts between control and *Bmal1*^IEC−/−^ mice as previously described [11].

The associated RNA-seq data are available at the National Center for Biotechnology Information (NCBI) Gene Expression Omnibus (GEO), https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE230078.

### High-throughput 16S ribosomal RNA (rRNA) gene amplicon sequencing analysis

For details, see the supplementary material.

### Targeted and untargeted metabolite analyses

For details, see the supplementary material. The associated untargeted metabolomics data are available at MSV000091092.

### Dextran sulfate sodium (DSS)-induced acute experimental colitis

Fourteen-week-old male *Bmal1*^*IEC*−/−^ mice and controls were maintained in constant darkness after the experimental protocol started. Briefly, *Bmal1*^*IEC*−/−^ and control mice were administered 2% DSS dissolved in drinking water for 5 days, followed by normal water for 2 days. The onset of disease in each mouse was calculated separately, and the mice were sacrificed at circadian time (CT) 7 on day 7, when most of the immune cells peaked in the colon lamina propria.

### Transfer experiment

For details, see the supplementary material.

### Immune cell isolation from the lamina propria

For details, see the supplementary material.

### Flow cytometry measurement

For details, see the supplementary material.

### Histology

For details, see the supplementary material.

### PICRUST 2.0

The sequences of the zOTUs that exhibited rhythmicity after restricted feeding in the *IL-10*^−^^/−Sv129^ group were used to construct the metagenome using PICRUST2.0 [54] for the prediction of metagenomic functionality. The corrected zOTU 16 S rRNA gene copy number was multiplied by the predicted functionality to predict the metagenome. The resulting enzymatic genes classified according to the Enzyme Commission (EC) numbers were mapped to Metacyc pathways. Superclasses were removed, and the metabolic pathway abundance was used for statistical analysis using STAMP (2.1.3). Statistical differences were calculated based on White’s nonparametric *t* test and the Benjamini–Hochberg–Dales discovery rate to adjust for multiple testing.

### Statistical analyses

Statistical analyses were performed using GraphPad Prism, version 9.0.0 (GraphPad Software), JTK_cycle v3.1. R [51] or R. Between-sample microbiota diversity was calculated by generalized UniFrac using GUniFrac v1.1. distances within the Rhea [55] pipeline. Microbiota composition comparison was calculated by the PERMANOVA test on a generalized UniFrac dissimilarity matrix and illustrated by MDS [55]. Circadian profile graphs and phase calculations were analyzed by fitting a cosine-wave equation: *y* = baseline + (amplitude∙cos(2 ∙ π  ∙  ((x-[phase shift)/24]))). The nonparametric algorithm JTK_cycle was used for overall rhythmicity of all zOTUs and transcripts. Connected curves in the circadian profile graphs within the figures indicate significant rhythmicity based on cosine analyses, whereas connected straight lines indicate nonsignificant cosine fits. Comparison of rhythms between datasets was performed by the adjusted version of compareRhythms as previously described [11]. The amplitude calculations depicted in the Manhattan plots are based on the output of JTK_cycle, and the phase was calculated by cosine-wave regression. Comparisons between two groups were performed using the nonparametric Mann‒Whitney test (two-sided). Two-way ANOVA followed by Benjamini‒Hochberg correction was used to compare datasets with two categorical variables. Three-way ANOVA following Benjamini–Krieger–Yekutieli correction was used to compare datasets containing three categorical factors. A *p* value ≤ 0.05 was assumed to indicate statistical significance.

## Supplementary information

Supplemental Figure 1

Supplemental Figure 2

Supplemental Figure 3

Supplemental Figure 5

Supplemental Figure 4

Supplemental Figure 6

Supplemental Figure Legends

Supplemental Table 1

Supplemental Table 2

Supplemental Table 3

Supplemental Table 4

Supplemental Table 5

Supplemental Table 6

Supplemental Material

# Supplementary material for: Targeting the intestinal circadian clock by meal timing ameliorates gastrointestinal inflammation
**Source:** Cell Mol Immunol. 2024 Jun 25;21(8):842–55. doi: 10.1038/s41423-024-01189-z
**Supplement:** Supplementary file 7 — Supplemental Figure Legends

**SUPPLEMENTAL LEGENDS**

*Supplement Figure 1 Circadian phenotype of IL-10^-/-Sv129^mice*

(A) Schematic illustration of the experimental plan. (B) Representative graph of total activity of control and *IL-10^-/-^*^SV129^ mice for an individual day and (C) Quantification of total activity. (D) Food intake of control and *IL-10^-/-^*^SV129^ mice in LD, DD and RF. Clock genes expression in (E) colon tissues and (F) colonic organoids from control and *IL-10^-/-^*^SV129^ mice. (G) Circadian profile of relative gene expression of *Cxcr4* and *Vcam-1* in colonic tissues from control and *IL-10*^-/-Sv129^ mice. (H) Circadian profile of the amount of CD8+ cells in colon lamina propria from control and *IL-10^-/-^*^SV129^ mice under AD and RF conditions. (H) Graphical display of all variables combinations in a matrix. Each correlation is depicted as a circle coloured according to the direction of correlation coefficients (negative, red; positive, blue). The size of the circles is dictated by the uncorrected p-value. (J) Representative correlation plot from (I). n>3/time points for each group. Significant rhythms are illustrated with fitted cosine-regression; data points connected by straight lines indicate no significant cosine fit curves (p > 0.05) and thus no rhythmicity. Significance were calculated by two-way ANOVA following Benjamini-Hochberg correction, * p ≤ 0.05, ** p ≤ 0.01, *** p ≤ 0.001, **** p ≤ 0.0001. Data are represented as mean ± SEM.

*Supplement Figure 2 Clock genes expression of liver, cecum and jejunum organoid of IL-10^-/-Sv129^ mice and controls*

Circadian clock gene expression in peripheral tissues and organoids from 18 weeks old *IL-10*^-/-Sv129^ mice and controls. Rhythmic clock genes expression of liver (A), cecum (B) and jejunal organoids (C) from control and *IL-10*^-/-Sv129^ mice. n=4 mice for each time point in both groups. Significant rhythms are illustrated with fitted cosine-regression or fitted harmonic-regression; data points connected by dotted lines indicate no significant cosine fit curves (p-value > 0.05) and thus no rhythmicity. *IL-10*^-/-Sv129^ (black) and control (dashed grey). (D) Histological score of 18 weeks old IL-10^-/-Sv129^ mice and controls. Data are represented as mean ± SEM. Significance: p-value ≤ 0.05.

*Supplement Figure 3 Alterations in the microbiome between IL-10^-/-Sv129^ mice and controls*

(A) Representative taxa (*Lachnospriraceae, Oscillospiraceae and Erysipelotrichaceae*) which differentially abundant in fecal samples from *IL-10*^-/-Sv129^ mice. (B) Taxonomic tree of fecal microbiota which differentially abundant in *IL-10*^-/-SV129^ mice and reversed after RF. Taxonomic ranks are from phylum (outer dashed ring), family (inner ring highlighted) to genera (middle, color coded according to phylum) which are indicated by the individual branches (left) and correlations of zOTUs in (B) with histoscores, *Tnf* and *Ifn-y* gene expression (right). (C) Manhattan plot of the amplitude and adj.p value of zOTUs identified in control and *IL-10*^-/-Sv129^ mice under AD and RF conditions. (D) PCA-plot of fecal metabolites obtained from control and *IL-10*^-/-Sv129^ mice through untargeted metabolomics and (E) examples of metabolites which lost rhythmicity in *IL-10*^-/-Sv129^ mice. (F) Quantification of SCFA and desaminotyrosine measured by targeted metabolomics in fecal samples from control and *IL-10*^-/-Sv129^ mice. Data points represent individual mice (n>3/time points for each genotype). Significant rhythms are illustrated with fitted cosine-regression; data points connected by straight lines indicate no significant cosine fit curves (p > 0.05) and thus no rhythmicity. Data are represented as mean ± SEM. Statistics were performed by Mann–Whitney U test. Asterisks indicate significant differences *p<0.05, **p<0.01, ***p<0.001.

*Supplement Figure 4 Disease-associated microbiota induce immune responses and microbial alterations in Germ-free Bmal1^IEC-/-^ mice*

(A) Additional immune cells in the colon lamina propria from the recipients and (B) gating strategy for Th1 and Th17 cells. (C) Representative H&E staining scans of colon sections from *Bmal1^IEC-/-^* mice received control and disease-associated microbiota (left) and histopathological scores (right). (D) Representative microbial alteration in genus (*Faecalibaculum*) and specific zOTUs leves. Data points represent individual mice (n>5/time points for each genotype). Significances were calculated by two-way ANOVA following Benjamini-Hochberg correction, asterisks indicate significant differences *p<0.05, **p<0.01, ***p<0.001.

*Supplement Figure 5 Inflammatory phenotype in the colon of Bmal1^IEC-/-^ mice*

(A) Circadian profile of transcripts *Muc3, Tff3, Pig*r and *Fcgbp* and (B) *Casp4, Pdk1, Cxcr4* and *Vcam-1* in control and *Bmal1*^IEC-/-^ mice. 

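Of the mucus-related genes in these profiles, *Muc3* (listed as ENSMUSG00000037390, chromosome 5, 137134922 to 137149322) had a JTK_cycle p of 0.00559 in control and 1 in *Bmal1* IEC-/- mice. Reads that fit both *Muc3* and the neighbouring *Muc3a* may be left out at the mapping quality asked for, so its value is uncertain. Goblet cell peptide *Tff3* had a JTK_cycle p of 0.00559 in control and 1 in *Bmal1* IEC-/- mice. *Pigr* was called in both genotypes (p = 1.06e-07 and 0.00568), and its normalized count rose from 12359 ± 1751 (SD, n = 24) to 16758 ± 1561 (SD, n = 22), a log2 fold change of 0.47 (standard error 0.03, adjusted p = 6.12e-15 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Fcgbp* was called in neither genotype (exact p = 0.548 in control and 1 in *Bmal1* IEC-/- mice). Both *Casp4* (exact p = 3.03e-06 and 0.000148) and *Pdk1* (p = 3.03e-06 and 0.00123) were called in control and in *Bmal1* IEC-/- mice. The test for a change of rhythm gave an adjusted p of 0.252 for *Muc3*, 0.401 for *Tff3*, 0.201 for *Pigr*, 0.149 for *Casp4* and 0.0473 for *Pdk1* (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The call of *Pdk1* was not stable: the adjusted p was 0.122 with circadian time as a factor in place of the cosine and sine, 0.0833 when adjusted over all genes kept by filterByExpr and 0.0258 with DESeq2, and it was 0.05 or more in 26 of 46 fits that left out 1 mouse each (up to 0.112).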

(C) Representative scans of H&E staining of colon cross sections from control and *Bmal1*^IEC-/-^ mice (left) and histopathological scores (right). (D) Representative scans of PAS-AB staining of the same colon cross sections with (B) from control and *Bmal1*^IEC-/-^ mice (left) and quantification of goblet cells (right). (E) Body weight, organ weight of jejunum, spleen and MLN of control and *Bmal1*^IEC-/-^ mice. (E) Level of complement 3 in fecal samples from control and *IL-10*^-/-^ mice with BL6 and Sv129 background. Significant rhythms are illustrated with fitted cosine-regression; data points connected by straight lines indicate no significant cosine fit curves (p > 0.05) and thus no rhythmicity. Data points represent individual mice (n=4/time points for each genotype). Data are represented as mean ± SEM. Statistics were performed by Mann–Whitney U test and two-way ANOVA following Benjamini-Hochberg correction. Asterisks indicate significant differences *p<0.05, **p<0.01, ***p<0.001.

*Supplement Figure 6. Disruption of microbial rhythms in Bmal1^IEC-/-^xIL-10^-/-^ mice*

(A) Beta-diversity illustrated by MDS plots of fecal microbiota based on generalized UniFrac distances (GUniFrac) in control, *IL-10*^-/-Sv129^ and *Bmal1*^IEC-/-^x*IL-10*^-/-^ mice under AD condition. (B) Normalized richness and (C) abundance of major phyla (*Bacteroidota* and *Firmicutes*) in control, *IL-10*^-/-BL6^ and *Bmal1*^IEC-/-^x*IL-10*^-/-^ mice under AD condition. (D) Heatmap depicting the relative abundance of identified zOTUs (mean relative abundance>0.1%; prevalence > 10%). Data from control, *IL-10*^-/-BL6^ and *Bmal1*^IEC-/-^x*IL-10*^-/-^ mice are normalized to the peak of each zOTU and ordered by the peak phase in control group. Yellow means high abundance and blue low abundance. (E) Manhattan plot of the amplitude and adj.p value of zOTUs identified in control, *IL-10*^-/-BL6^ and *Bmal1*^IEC-/-^x*IL-10*^-/-^ mice. (F) Clock genes (*Reverba*, *Cry1)* expression measured at CT13 in colon of control, *IL-10*^-/-BL6^ and *Bmal1*^IEC-/-^x *IL-10*^-/-^ mice under AD and RF conditions. (G) Beta-diversity illustrated by MDS plots of fecal microbiota based on generalized UniFrac distances (GUniFrac) in control, *IL-10*^-/-Sv129^ and *Bmal1*^IEC-/-^x*IL-10*^-/-^ mice (top) and normalized richness (bottom) under RF condition. (H) Taxonomic tree of fecal microbiota which have restored rhythms in *IL-10*^-/-^ mice after RF but not in *Bmal1*^IEC-/-^x*IL-10*^-/-^ mice after RF. Taxonomic ranks are from phylum (outer dashed ring), family (inner ring highlighted) to genera (middle, color coded according to family) which are indicated by the individual branches. Data points represent individual mice (n>6/time points for each group). Significant rhythms are illustrated with fitted cosine-regression; data points connected by straight lines indicate no significant cosine fit curves (p > 0.05) and thus no rhythmicity. Data are represented as mean ± SEM. Statistics were performed by three-way ANOVA following Benjamini, Krieger and Yekutieli correction correction. Asterisks indicate significant differences *p<0.05, **p<0.01, ***p<0.001, ****p<0.0001

# Supplementary material for: Targeting the intestinal circadian clock by meal timing ameliorates gastrointestinal inflammation
**Source:** Cell Mol Immunol. 2024 Jun 25;21(8):842–55. doi: 10.1038/s41423-024-01189-z
**Supplement:** Supplementary file 10 — Supplemental Table 3

| 2 way ANOVA comparison for group <i>IL-10<sup>-/-</sup></i> AD vs <i>IL-10<sup>-/-</sup></i> RF |                            |   |   |    |    |    |    |    |
|-------------------------------------------------------------------------------------------------|----------------------------|---|---|----|----|----|----|----|
| Fig. 2B                                                                                         |                            |   |   |    |    |    |    |    |
| Time points                                                                                     | 1                          | 4 | 7 | 10 | 13 | 16 | 19 | 22 |
| Significance                                                                                    | Group differences p=0.0004 |   |   |    |    |    |    |    |
|                                                                                                 |                            |   |   |    |    |    |    |    |
| Fig. 2C                                                                                         |                            |   |   |    |    |    |    |    |
| <i>Bacteroidota</i>                                                                             | Group differences p<0.0001 |   |   |    |    |    |    |    |
| <i>Firmicutes</i>                                                                               | Group differences p<0.0001 |   |   |    |    |    |    |    |
|                                                                                                 |                            |   |   |    |    |    |    |    |
| Fig. 2E                                                                                         |                            |   |   |    |    |    |    |    |
| <i>Lachnospiraceae</i>                                                                          | Group differences p<0.0001 |   |   |    |    |    |    |    |
| <i>Oscillospiraceae</i>                                                                         | Group differences p=0.0005 |   |   |    |    |    |    |    |
| zOTU128                                                                                         | Group differences p=0.0112 |   |   |    |    |    |    |    |
| zOTU130                                                                                         | Group differences p=0.0411 |   |   |    |    |    |    |    |

# Supplementary material for: Targeting the intestinal circadian clock by meal timing ameliorates gastrointestinal inflammation
**Source:** Cell Mol Immunol. 2024 Jun 25;21(8):842–55. doi: 10.1038/s41423-024-01189-z
**Supplement:** Supplementary file 13 — Supplemental Table 6

**Supplemental Table 6: Summary of sample size of all experiments for all Figures****WTAD:** control group under ad libitum **WTRF:** control group under restricted feeding **KOAD:** IL-10-/- group under ad libitum **KORF:** IL-10-/- under restricted feeding

|                               |                         |                            |                         |                         |
|-------------------------------|-------------------------|----------------------------|-------------------------|-------------------------|
| Fig.1B-E<br>n (6 time points) | WTAD<br>4,5,4,4,4,4     | WTRF<br>4,4,4,4,4,4        | KOAD<br>4,4,4,4,4,4     | KORF<br>3,2,4,2,4,4     |
| Fig.2B-E<br>n (8 time points) | WTAD<br>6,5,5,4,5,6,5,5 | WTRF<br>7,9,9,7,8,8,9,8    | KOAD<br>3,4,5,5,5,4,5,4 | KORF<br>6,7,9,9,7,9,8,9 |
| Fig.2G<br>n (8 time points)   | WTAD<br>6,5,5,4,5,6,5,5 | KOAD<br>3,4,5,5,5,4,5,4    |                         |                         |
| Fig.2G-H<br>n (8 time points) | WTAD<br>3,3,3,3,3,3,3,3 | KOAD<br>6,6,6,6,6,6,6,6    |                         |                         |
| Fig.4<br>n (6 time points)    | Control<br>4,4,4,4,4,4  | Bmal1IEC-/-<br>4,4,4,4,4,4 |                         |                         |

Fig.3, Fig.5-6 Data are illustrated as single dot and each dot represents one mouse

# Supplementary material for: Targeting the intestinal circadian clock by meal timing ameliorates gastrointestinal inflammation
**Source:** Cell Mol Immunol. 2024 Jun 25;21(8):842–55. doi: 10.1038/s41423-024-01189-z
**Supplement:** Supplementary file 14 — Supplemental Material

METHODS

# **Ethics Statement**

Experiments were conducted at Technical University of Munich in accordance with Bavarian Animal Care and Use Committee (TVA ROB-55.2Vet-2532.Vet_02-18-14).

# **Mouse models**

## *Bmal1*^IEC -/-^ and *Bmal1*^flox/flox^ mouse generation

Male intestinal epithelial cell-specific *Bmal1* knock-out *(Bmal1fl/fl* x Villin CRE/wt; referred to as *Bmal1*^IEC-/^*^-^*) mice and their control littermates (*Bmal1fl/fl* x Villin wt/wt ; referred to as *Bmal1*^flox/flox^) on a genetic C57BL/6J background were generated as previously described^1^. Breeding was performed by crossing *Bmal1fl/fl* x Villin CRE/wt with *Bmal1fl/fl* x Villin wt/wt. Mice were kept in LD 12:12 cycles (300 lux), with lights turned on at 5am (*Zeitgeber* time (ZT0)) to 5pm (ZT12)) unless stated otherwise. At the age of 8 weeks, mice were single housed with running wheel at 22  ±  1 °C. Mice have ad libitum access to chow diet (V1124-300, Ssniff Diets, Soest, Germany) and water under specific-pathogen free (SPF) conditions according the FELASA recommendation unless stated otherwise.

*Bmal1*^IEC -/-^x*IL-10*^-/-BL6^ mouse generation and *IL-10*^-/-Sv129^ mouse

Male intestinal epithelial cell-specific *Bmal1* and interleukin-10 double knock-out mice (*Bmal1*^IEC -/-^x*IL-10*^-/-BL6^) were generated by crossing *Bmal1*^flox/flox^x*IL-10*^+/-BL6^ with *Bmal1*^IEC-/-^x*IL-10*^+/-BL6^ under SPF conditions and bred for several generations internally to harmonize the intestinal microbiota. Interleukin-10 knock-out mice under BL6 and Sv129 background were initially provided by The Jackson Laboratory and bred internally.

# Tissue collection

# All male mice, unless stated otherwise, were sacrificed by cervical dislocation at the age of 18-20 weeks in the second day of darkness at the indicated circadian times (CT), which is considered as the same indicated time points used for normal LD. This was performed independent of external timing cues (Zeitgeber), such as the light-dark cycle to demonstrate rhythms generated by endogenous intestinal clocks ^3^. Eyes were removed prior to tissue dissection in dim red light. Tissues were harvested and directly transferred into RNA stabilization solution (NucleoProtect^®^ RNA, MACHEREY-NAGEL) overnight at 4 degrees and then stored in -80 degrees. For fixation, tissues were freshly harvested and then transferred into 4% Formaldehyde.

**Organoid**

Freshly isolated tissue pieces from small intestine and colon were placed in phosphate-buffered saline (PBS) and 120µl 0.5M EDTA to detach the villi from the tissue. Tissues were changed to new tubes after 30 min incubation at 4 °C with gently shaking. Intestinal crypts were resuspended in Matrigel™ (BD Biosciences) and then seeded in 25 μl drops in 64-well plates after filtering and centrifuging. Plates were incubated at 37ºC for 15min to allow suspension to polymerize before fresh medium was supplied. Organoid medium (IntesticultTM, Stemcell) was replaced every 3-4 days. Organoids for each time point were plated into a separate plate to limit manipulation or exposure to possible resetting cues, such as temperature. After synchronization with serum shock (50% Fetal Bovine Serum and 50% Intesticult) for 2 hours, medium was replaced with basic organoid medium (IntesticultTM, Stemcell). Every 6 hours over a 24-hour period (starting at 12h after serum shock) medium was removed and organoids were transferred to -80°C until further processing.

Gene expression analysis

RNA was extracted according to the manufacturer’s instructions (NucleoSpin^®^ RNA, MACHEREY-NAGEL) and measured by NanoPhotometer^®^N60 (IMPLEN). cDNA was synthesized from 1000ng RNA using cDNA synthesis kit Multiscribe RT (Thermofischer Scientific). qPCR was performed in a Light Cylcer 480 system (Roche Diagnostiscs, Mannheim, Germany) using Universal Probe Library system according to manufacturer’s instructions. Calculations (2^–ΔΔCt^ method) were normalized to elongation factor 1 alpha as housekeeper. For genes expression the following primers and probes were used: Brain and Muscle ARNT-Like 1 (*Bmal1*) F 5’-ATTCCAGGGGGAACCAGA-3’ R 5’-GGCGATGACCCTCTTATCC-3’ Probe 15, Period 2 (*Per2*) F 5’-TCCGAGTATATCGTGAAGAACG-3’ R 5’- CAGGATCTTCCCAGAAACCA-3’ probe 5, Nuclear receptor subfamily 1 group D member 1 (*Reverbα*) F 5’-AGGAGCTGGGCCTATTCAC-3’ R 5’-CGGTTCTTCAGCACCAGAG-3’ probe 1, D site-binding protein (*Dbp*) F 5’-ACAGCAAGCCCAAAGAACC-3’ R 5’- GAGGGCAGAGTTGCCTTG-3’ probe 94, Cryptochrome 1 (*Cry1*) F 5’- ATCGTGCGCATTTCACATAC-3’ R 5’-TCCGCCATTGAGTTCTATGAT-3’ probe 85, Tumor necrosis factor alpha (*Tnf*) F 5’-TGCCTATGTCTCAGCCTCTTC-3’ R 5’-GAGGCCATTTGGGAACTTCT-3’ probe 49, Interferon gamma (IFN-γ) F 5’-GGAGGAACTGGCAAAAGGAT-3’ R 5’-TTCAAGACTTCAAAGAGTCTGAGG-3’ probe 21, RNA abundance was normalized to the housekeeping gene Elongation factor 1-alpha (*Ef1a*) F 5’-GCCAAT TTCTGGTTGGAATG-3’ R 5’-GGTGACTTTCCATCCCTTGA-3’ probe 67. SYBR (SensiFAST SYBR No-ROX kit, Meridian Bioscience) was used to measure genes Chemokine (C-X-C motif) receptor 4 (*Cxcr4*) F 5’-GACTGGCATAGTCGGCAATGGA-3’ R 5’-CAAAGAGGAGGTCAGCCACTGA-3’ and Vascular cell adhesion molecule 1 (*Vcam-1*) F 5’- GCTATGAGGATGGAAGACTCTGG-3’ R 5’- ACTTGTGCAGCCACCTGAGATC-3’.

# **High-Throughput 16S Ribosomal RNA (rRNA) Gene Amplicon Sequencing Analysis**

Genomic DNA was isolated from snap-frozen fecal pellets and sequenced as previously described^7, 8^. Briefly, DNA NucleoSpin gDNA columns (Machery-Nagel, No. 740230.250) were used for DNA purification. After amplification of the V3-V4 region of the 16S rRNA gene, the multiplexed samples were sequenced on an Illumina HiSeq in paired-end mode (2x250 bp) using the Rapid v2 chemistry. Two negative controls, consisting of DNA stabilizer without stool, were used for every 45 samples to control for artifacts and insure reproducibility. High-Quality sequences of read counts > 5000 were used for 16s rRNA data analysis. Reads FASTQ files were consequently processed using an in-house developed NGSToolkit (Version Toolkit 3.5.2_64 ) based on USEARCH 11^9^. After trimming and FASTQ quality check, quality filtered reads were merged, deduplicated, clustered and a denoised clustering approach was applied to generate zOTUs^10^. Taxonomic assignment was performed with the EZBiocloud database^11^. Data was further analyzed with the R-based pipeline RHEA^12^. Phylogenetic trees are generated through the software MegaX^13^. Trees were visualized and annotated with the use of the online tool EvolView (<http://www.evolgenius.info/evolview/>)^14^. Comparison of genotype and treatment differences were performed by SIAMCAT^15^.

# **Targeted metabolite analyses**

## *Sample preparation for targeted metabolite analyses*

Approximately 20 mg of mouse cecal content was weighed extracted by bead beating (3 times of 20s 6 m/s with 30s breaks) with FastPrep-24 5G bead beating grinder (MP Biomedicals) supplied with a CoolPrep adapter. To measure BA and SCFAs, we used multiple reaction monitoring method and 3-NPH method respectively, as described previously^16^. Analyst 1.7 software (Sciex, Darmstadt, Germany) were used for data acquisition.

## *Targeted bile acid measurement*

Targeted bile acid measurement was performed as previously descrived^7^. Briefly, measurement was performed using a QTRAP 5500 triple quadrupole mass spectrometer (Sciex, Darmstadt, Germany) coupled to an ExionLC AD (Sciex, Darmstadt, Germany) ultrahigh performance liquid chromatography system. The MS parameters and LC conditions were optimized using commercially available standards of endogenous bile acids and deuterated bile acids, for the simultaneous quantification of selected 44 analytes. Data acquisition and instrumental control were performed with Analyst 1.7 software (Sciex, Darmstadt, Germany) as previously described^16^.

## *Targeted short-chain fatty acid measurement*

As previously described^7^, in brief, 40 µL of the cecal extract and 15 µL of isotopically labeled standards (ca 50 µM) were mixed with 20 µL 120 mM EDC HCl-6% pyridine-solution and 20 µL of 200 mM 3-NPH HCL solution. The measurement system was the same as described above. Data acquisition and instrumental control were performed with Analyst 1.7 software (Sciex, Darmstadt, Germany).

**Untargeted metabolite analyses**

Fecal samples were collected from *IL-10*^-/-Sv129^ mice and their littermates wild types every 3 hours over the course of a 24h day. Samples were directly snap frozen and stored at -80 ◦C upon metabolite extraction. The untargeted analysis was performed using a Nexera UHPLC system (Shimadzu, Duisburg, Germany) coupled to a Q-TOF mass spectrometer (TripleTOF 6600, AB Sciex, Darmstadt, Germany). Separation of the fecal samples was performed either using a UPLC BEH Amide 2.1 × 100 mm, 1.7 µm analytic column (Waters, Eschborn, Germany) with a 400 µL/min flow rate or with a Kinetex XB18 2.1 x 100 mm, 1.7 µm (Phenomenex, Aschaffenburg, Germany) with a 300 µL/min flow rate. For the HILIC-separation the settings were as follows: The mobile phase was 5 mM ammonium acetate in water (eluent A) and 5 mM ammonium acetate in acetonitrile/water (95/5, v/v) (eluent B). The gradient profile was 100% B from 0 to 1.5 min, 60% B at 8 min and 20% B at 10 min to 11.5 min and 100% B at 12 to 15 min. For the reversed-phase separation eluent A was 0.1% formic acid and eluent B was 0.1% formic acid in acetonitrile. The gradient profile started with 0.2% B which was held for 0.5 min. Afterwards the concentration of eluent B was increased to 100% until 10 min which was held for 3.25 min. Afterward the column was equilibrated at starting conditions. A volume of 5 µL per sample was injected. The autosampler was cooled to 10 °C and the column oven heated to 40 °C. Every tenth run a quality control (QC) sample which was pooled from all samples was injected. The samples were measured in a randomized order and in the Information Dependent Acquisition (IDA) mode. MS settings in the positive mode were as follows: Gas 1 55, Gas 2 65, Curtain gas 35, Temperature 500 °C, Ion Spray Voltage 5500, declustering potential 80. The mass range of the TOF MS and MS/MS scans were 50–2000 m/z and the collision energy was ramped from 15–55 V. MS settings in the negative mode were as follows: Gas 1 55, Gas 2 65, Cur 35, Temperature 500 °C, Ion Spray Voltage –4500, declustering potential –80. The mass range of the TOF MS and MS/MS scans were 50–2000 m/z and the collision energy was ramped from –15–55 V.

The “msconvert” from ProteoWizard^17^ were used to convert raw files to mzXML (de-noised by centroid peaks). The bioconductor/R package xcms^18^ was used for data processing and feature identification. More specifically, the matched filter algorithm was used to identify peaks (full width at half maximum set to 7.5 s). Then the peaks were grouped into features using the “peak density” method^18^. The area under the peaks was integrated to represent the abundance of features. The retention time was adjusted based on the peak groups presented in most of the samples. To annotate possible metabolites to identified features, the exact mass and MS2 fragmentation pattern of the measured features were compared to the records in HMDB^19^ and the public MS/MS database in MSDIAL^20^, referred to as MS1 and MS2 annotation, respectively. The QC samples were used to control and remove the potential batch effect, t-test was used to compare the features’ intensity between the groups.

The associated untargeted metabolomics data are available at <https://massive.ucsd.edu/ProteoSAFe/dataset.jsp?task=ea2d927ea408493ea65d4fae9354ce20>

**Transfer experiment**

Cecal microbiota (collected at CT13) from either *Bmal1^IEC-/-^* and their controls, or severely inflamed *IL-10*^-/-BL6^ mice (n=4, mixture) were gavaged into germ-free *IL-10*^-/-BL6^ recipient mice, or germ-free *Bmal1^IEC-/-^* and their control recipient mice, respectively. 100µl of 7x10^6^ bacteria/µl were used for gavaging each mouse. Mice were weekly monitored for bodyweight changes and feces was sampled and stored in DNA stabilizer at week 5 after gavage. Mice were sacrificed on the second day of constant darkness at CT1 and CT13. All mice were kept in the gnotobiology facility in isolators equipped with HEPA-filters at 22 ± 1 °C with a 12-h light/dark cycle (lights on 5 am till 5 pm). Mice were single housed and had ad libitum access to autoclaved chow (V1124-300, Sniff Diets, Soest, Germany) and autoclaved water.

## Immune cell isolation from the lamina propria

Freshly isolated intestinal tissues were flipped, rinsed and cut into 1 cm pieces. After 15 min incubation and shaking in DMEM with 20 µL of 1M DTT, tissue pieces were transferred into 37°C PBS containing 200 µL of 150mM EDTA for 10 min shaking. Jejunum tissue was then digested at 37°C for approximately 15 min in Thermoshake (Gerhardt) with 0.6 mg/ml type VIII collagenase (Sigma-Aldrich). Colonic tissue was digested at 37°C for approximately 25 min with 0.85 mg/ml type V collagenase (Sigma-Aldrich), 1.25 mg/ml collagenase D (Sigma-Aldrich), 10µl/ml Amphotericin (100x), 1 mg/mL Dispase II, and 10 U/µL DNase-V (Sigma). Following digestion, cells were passed through a 40 µm strainer and washed with PBS. Consequently, cells were fixed with 2% PFA for 20 min and washed, and stored in RPMI at 4 °C until further processing.

## Flow cytometry measurement

For intracellular stainings, cells were permeabilized with 0.5% saponin and stained with conjugated antibodies at dilution 1/100-1/50 for 30 min. Namely, anti CD8-PE, anti CD3 -PerCP/Cy5.5, anti CD4-FITC, anti IL-17a -PE/cy7, anti INFy- APC.Surface stainings were performed using anti CD11c-PE, anti CD11b-APC/Cy7, anti F4/80-PE/cy7, anti Ly6G-APC conjugated antibodies at dilution 1/50 for 30 min. Cells were washed and resuspended and passed through Invitrogen™ Attune™ NxT Flow Cytometer. Analysis was performed using FlowJo v10.7.2.

## Histology

Fixated and dehydrated tissue sections were cut into 5 μm thick slices and consequently stained according to the following steps: xylene/ 5 min, xylene/ 5 min, Ethanol 100%/ 5 min, Ethanol 100%/ 5 min, Ethanol 96%/ 2 min, Ethanol 96%/ 2 min, Ethanol 70%/ 2 min, Ethanol 70%/ 2 min, Water/ 30 s, hematoxylin/ 2 min, tap water/ 15 s, Scotts Tap Water/ 30 s, Water/ 30 s, Ethanol 96%/ 30 s, Eosin/ 30 s, Ethanol 96%/ 30s, Ethanol 96%/ 30 s, Ethanol 100%/ 30 s, Ethanol 100%/ 30 s, Xylene/ 90 s, Xylene/ 90s (Leica ST5020 multistainer). DPX new mounting media (Merck) was added to preserve the tissues. Histological scores were assessed blindly based on the degree of immune cell infiltration of all colonic wall layers (mucosa, submucosa and muscularis), crypt hyperplasia, goblet cell depletion and mucosal damage, resulting in a score from 0 (not inflamed) to 12 (severely inflamed) according to Katakura method (Katakura, Lee et al. 2005).

For AB/PAS staining, tissue slices were deparaffinized and rehydrated before being stained with Alcian blue solution for acidic mucins (1% volume/volume in 3% acetic acid, pH 2.5, 15 minutes), treated with periodic acid solution (0.5% volume/volume, 5 minutes) and co-stained with Schiff’s reagent for neutral mucins (Sigma-Aldrich, 10 minutes). Nuclei were then counterstained with hematoxylin. Consequently, tissue sections were differentiated (0.2% ammonia water), dehydrated, and mounted. The number of goblet cells was calculated as a total number per 100 μm2.

### References

1. Kawai M, Kinoshita S, Yamazaki M, et al. Intestinal clock system regulates skeletal homeostasis. JCI Insight 2019;4.

2. Jud C, Schmutz I, Hampp G, et al. A guideline for analyzing circadian wheel-running behavior in rodents under different lighting conditions. Biol Proced Online 2005;7:101-16.

3. Aschoff J. Exogenous and endogenous components in circadian rhythms. Cold Spring Harb Symp Quant Biol 1960;25:11-28.

4. Wu T, Hu E, Xu S, et al. clusterProfiler 4.0: A universal enrichment tool for interpreting omics data. Innovation (Camb) 2021;2:100141.

5. Wu G, Anafi RC, Hughes ME, et al. MetaCycle: an integrated R package to evaluate periodicity in large scale data. Bioinformatics 2016;32:3351-3353.

6. Pelikan A, Herzel H, Kramer A, et al. Venn diagram analysis overestimates the extent of circadian rhythm reprogramming. FEBS J 2022;289:6605-6621.

7. Heddes M, Altaha B, Niu Y, et al. The intestinal clock drives the microbiome to maintain gastrointestinal homeostasis. Nat Commun 2022;13:6068.

8. Reitmeier S, Kiessling S, Clavel T, et al. Arrhythmic Gut Microbiome Signatures Predict Risk of Type 2 Diabetes. Cell Host Microbe 2020;28:258-272 e6.

9. Edgar RC. Search and clustering orders of magnitude faster than BLAST. Bioinformatics 2010;26:2460-1.

10. Edgar RC. UNOISE2: improved error-correction for Illumina 16S and ITS amplicon sequencing. bioRxiv 2016:081257.

11. Yoon SH, Ha SM, Kwon S, et al. Introducing EzBioCloud: a taxonomically united database of 16S rRNA gene sequences and whole-genome assemblies. Int J Syst Evol Microbiol 2017;67:1613-1617.

12. Lagkouvardos I, Fischer S, Kumar N, et al. Rhea: a transparent and modular R pipeline for microbial profiling based on 16S rRNA gene amplicons. PeerJ 2017;5:e2836.

13. Kumar S, Stecher G, Li M, et al. MEGA X: Molecular Evolutionary Genetics Analysis across Computing Platforms. Mol Biol Evol 2018;35:1547-1549.

14. Subramanian B, Gao S, Lercher MJ, et al. Evolview v3: a webserver for visualization, annotation, and management of phylogenetic trees. Nucleic Acids Res 2019;47:W270-W275.

15. Wirbel J, Zych K, Essex M, et al. Microbiome meta-analysis and cross-disease comparison enabled by the SIAMCAT machine learning toolbox. Genome Biol 2021;22:93.

16. Reiter S, Dunkel A, Metwaly A, et al. Development of a Highly Sensitive Ultra-High-Performance Liquid Chromatography Coupled to Electrospray Ionization Tandem Mass Spectrometry Quantitation Method for Fecal Bile Acids and Application on Crohn's Disease Studies. J Agric Food Chem 2021;69:5238-5251.

17. Kessner D, Chambers M, Burke R, et al. ProteoWizard: open source software for rapid proteomics tools development. Bioinformatics 2008;24:2534-6.

18. Smith CA, Want EJ, O'Maille G, et al. XCMS: processing mass spectrometry data for metabolite profiling using nonlinear peak alignment, matching, and identification. Anal Chem 2006;78:779-87.

19. Wishart DS, Feunang YD, Marcu A, et al. HMDB 4.0: the human metabolome database for 2018. Nucleic Acids Res 2018;46:D608-D617.

20. Tsugawa H, Cajka T, Kind T, et al. MS-DIAL: data-independent MS/MS deconvolution for comprehensive metabolome analysis. Nat Methods 2015;12:523-6.

21. Douglas GM, Maffei VJ, Zaneveld JR, et al. PICRUSt2 for prediction of metagenome functions. Nat Biotechnol 2020;38:685-688.

22. Hughes ME, Hogenesch JB, Kornacker K. JTK_CYCLE: an efficient nonparametric algorithm for detecting rhythmic components in genome-scale data sets. J Biol Rhythms 2010;25:372-80.

How the deposited data were processed for this re-analysis (not part of the article)

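Colon RNA of 48 mice was sequenced by the authors, 4 control (*Bmal1* flox/flox) and 4 *Bmal1* IEC-/- mice at each of 6 circadian times 4 h apart. Per the paper's methods, the authors aligned paired reads to mm10 with STAR 2.7.5c, counted reads of a mapping quality of at least 4 on exons with featureCounts 1.4.6 and fitted DESeq2 1.22.0. The deposited values are the authors' read counts per gene, whole numbers without normalization. The reads themselves were not used here. Total counts ran from 3144997 to 4785844 per mouse, the gene with most counts held up to 3.35% of a mouse's counts and the 10 highest genes up to 10.0%. A gene with 0 counts could have up to 3, and differences under this floor were not detectable at this depth. No labels or text give a sequencing batch, so no batch could be modelled.

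The mice in the paper were found from its control rhythm table, whose values carry the size factors of 46 mice, all but *Bmal1* IEC-/- replicates SV384 and SV385 at CT1. The copy of that table at hand holds 1431 of its entries and lacks 6379, and the copy of the *Bmal1* IEC-/- table lacks all 4597. Results are given over these 46 mice and were recomputed over all 48.

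The 14475 genes kept by edgeR's filterByExpr were tested with edgeR 4.0.16 (TMM normalization, quasi-likelihood F test, Benjamini-Hochberg adjustment) in a model of genotype and circadian time, with thresholds of 0.05 on the adjusted p and 1.5 on the fold change. A second model held genotype, period (day is CT1, CT5 and CT9) and their interaction. Normalized counts are counts divided by DESeq2 1.42.0 size factors over the 46 mice, and over all 48 in plots and where the pair outside the 46 is described. Principal components came from variance-stabilized counts of the 500 most variable genes, and the shares of variance were tested with 100000 permutations. Rhythms were tested in each genotype with an own implementation of JTK_cycle (period 24 h, 12 phases in steps of 2 h, exact null distribution, adjusted p under 0.05) over the 32471 genes with at least 1 count. A change of rhythm was tested in edgeR with an F test on 2 degrees of freedom. Cosine fits by least squares, as in the paper's figures, were made beside JTK_cycle for named genes. Gene lists were tested with camera (preset correlation 0.01) and fry in limma 3.58.1. The 15 lists were clock targets, genes repressed through Rev-erb elements, antimicrobial genes, gasdermins, genes of T-cell apoptosis, small intestine, distal and anterior *Hox* genes, epithelium, goblet cells, smooth muscle, fibroblasts, T cells, B cells of follicles and pancreas, of which 13 had at least 2 genes tested. R 4.3.3, Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used, and genes were placed with GENCODE vM21.

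The genes named are those the paper names for these mice, in its text, in Fig. 4 or in Supplementary Fig. 5, the other core clock genes, the deleted gene first, and the 3 genes with the smallest adjusted p in each direction of a test, 44 genes before the last group was added. This rule, the gene lists, the tests and the alternatives were set before the data were examined, except that recomputing results other than differential expression over all 48 mice, the alternatives for the change of rhythm of named genes, leaving out single mice for the gene lists, the mean expression of a list in each mouse, tested with 100000 permutations of the genotype within circadian times, and centring the principal component scores in each genotype before permuting were chosen after seeing the data. The alternatives were other normalizations, filters, thresholds and tests, and leaving out each mouse or circadian time in turn.

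The steps were tested on simulated data with the real means, spread and library sizes, in which 200 of 14475 genes of each kind were changed by a fold change of 2 or given a rhythm of relative amplitude 0.6. The genotype test recovered 99% of the changed genes, and 0 of 13675 unchanged genes passed both thresholds (20 had an adjusted p under 0.05). The genotype test in DESeq2 recovered 98.5%, and the call of lost rhythms 97%. Gene Ontology terms and DODR were not used here, and the *IL-10* -/-Sv129 and feeding experiments of the paper were not analysed here.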

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

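The tests of the mix of cell types in replicates SV384 and SV385, of single other circadian times for them and of RNA that stays in the nucleus were chosen only after the result was seen.

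Over 12 measures, 130 groups of 4 mice were searched for a mouse far from the other 3, and 10 were found, where 1 in 20 groups, or 6.5, is what chance gives. For *Retnlb*, *Bmal1* IEC-/- replicate SV395 at CT13 had 518 normalized counts (66.1 to 80.7 in the others) and replicate SV416 at CT17 had 646 (23.2 to 65.2). Both lie on the side of the genotype difference, and without any 1 mouse the log2 fold change was 3.88 or more. For *Tff2*, *Bmal1* IEC-/- replicates SV400 at CT9, SV481 at CT17 and SV445 at CT21 had 2.77, 1 and 1.01 normalized counts where the others had 0, a difference of 3 reads or fewer that is within the counting floor. For *Vcam1*, control replicate SV455 at CT1 had 40.4 normalized counts (27.9 to 28.6) and *Bmal1* IEC-/- replicate SV395 at CT13 had 51.7 (58.6 to 59.1). Control replicate SV396 at CT13 had a total of 4248356 counts (3615257 to 3701022 in the others). On PC1, control replicate SV469 at CT1 scored -4.17 (-9.15 to -8.85) and control replicate SV420 at CT9 scored 0.53 (-3.80 to -3.77). No biological explanation was tested for single mice.

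The genotype difference of 10 genes differed between day and night, among them *Cry1* by -1.32 on the log2 scale (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With genotypes permuted within circadian times, 1 of 100 splits, the real one, gave as many day and night differences, other splits gave at most 1 gene, and 5 of them gave any. This permutation mixes the genotype difference in level into both groups. For genes with such a difference it could hardly give an interaction, so for them it cannot exclude a grouping of mice by accident. An interaction with the time of day remains open as a biological hypothesis, since the design names genotype and circadian time, and it was found and tested on the same mice.

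The rhythm of 187 transcripts differed between genotypes. Of the 100 splits with genotypes permuted within circadian times, 1, the real one, gave as many transcripts with a change of rhythm, and the next gave 31. These splits, too, mix a genotype difference in level into both groups. For transcripts with such a difference they cannot exclude a grouping of mice by accident. A biological difference in rhythm between the genotypes stays open as a hypothesis.

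The mice outside the paper's samples, *Bmal1* IEC-/- replicates SV384 and SV385 at CT1, differed from the other 2 *Bmal1* IEC-/- mice at CT1 in 2398 of 14259 genes (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), 1155 higher and 1243 lower, and 1537 of these passed a fold change of 1.5. A wrong genotype label is argued against by *Nr1d1*, *Nr1d2*, *Ggh* and *Sis*, for which 8 of 8 values lay beyond the control mice at CT1 on the side of *Bmal1* IEC-/- mice. By 11 clock genes, the distance of each mouse on the log2 scale to the mean of the other *Bmal1* IEC-/- mice of each time was taken. Of the 22 other *Bmal1* IEC-/- mice, 21 were closest to their own time. Replicate SV418 at CT9 was closer to CT13 (0.40) than to CT9 (0.88). A true time of CT5, CT9, CT13 or CT17 is argued against for SV384 and SV385. The nearest of these times was further away than CT1 by 0.54 for SV384 and 0.53 for SV385. By contrast, no mouse of these times was further from its own time than from CT1 (-0.15 at most). A true time of CT21 cannot be told apart from CT1, since CT21 was further away by only 0.04 and 0.06, between the mice of CT21 (-0.49 to -0.01) and the other 2 mice of CT1 (0.39 and 0.47). A difference in library size is argued against by total counts of 3271891 and 3785972, for which 2 of 2 mice lay inside the range of the 46. Less RNA that stays in the nucleus is a candidate explanation: non-coding genes held 0.581% of the counts of SV384 and 0.515% of SV385, against 0.852% to 1.24% in the 46 mice. *Neat1* had 1218 and 1323 normalized counts (3852 to 9874 in the 46) and *Malat1* 828 and 509 (1104 to 3438). In both mice together, 591 of 715 non-coding genes tested, 82.7%, were lower, and 47.6% of protein-coding genes. Why such RNA is lower was not tested, and a handling or a biological difference stays open.

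Another mix of cell types differed between the 2 mice. For SV384, 0 of 7 cell type scores lay outside the range of the 46 mice, which argues against it there. For SV385, 6 of 7 scores lay outside, higher for epithelium (9.96 against at most 9.59), goblet cells (10.88 against at most 10.64) and pancreas (*Clps* alone, 5.02 against at most 4.70) and lower for smooth muscle (6.35 against at least 7.78), fibroblasts (5.69 against at least 6.88) and T cells (0.98 against at least 1.33), so a larger epithelial share of that sample is a candidate explanation for part of its difference. Another segment of the gut cannot be told apart, since the anterior *Hox* score was 3.94 in SV384 and 4.27 in SV385 (at least 4.44 in the 46), outside the range as another segment could give, while the distal *Hox* score, 1.68 and 0.49 (at least 1.68 in the 46), was not higher in turn and the small intestine score, 4.66 and 4.54 (4.08 to 5.28 in the 46), lay inside the range. The paper states that quality was assessed with FastQC and that low-quality samples were filtered out, and its text names neither the samples nor a threshold.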

How the results depend on the processing

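The alternatives over all 48 mice other than for differential expression, those for the change of rhythm of named genes and single mice left out for the gene lists were chosen after seeing the data. No paired analysis was possible because replicate numbers are animal numbers that no control mouse shares with a *Bmal1* IEC-/- mouse. Of 37 summary results, 15 kept their direction and side of the threshold, or stayed within the spread, under every alternative apart from single mice left out, and 30 did so in every fit that left out 1 mouse. The cause was not tested for the changes given here unless it is named.

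The 197 differentially expressed genes became 319 (163 higher, 156 lower) over all genes with at least 1 count, where 32471 genes were tested, and 51 (26 higher, 25 lower) with glmTreat, whose construction asks for more than a fold change of 1.5. The other alternatives gave 161 to 210 genes, and leaving out 1 mouse gave 188 to 213. The 10 day and night differences became 19 with DESeq2 and 18 over all 48 mice, and 7 to 15 without 1 mouse. Genes called in fewer than all 46 such fits were *Acaa1b* (32), *Uqcc1* (14) and *Sgk1* (14), named after their values were seen.

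Over all genes kept by filterByExpr, genotype held 2.01% of PC1 (permutation p = 0.371) and 6.04% of PC2 (permutation p = 0.122), and with log2 CPM the share of circadian time on PC2 was lower in both genotypes, 47.9% in control (permutation p = 0.0287) and 28.7% in *Bmal1* IEC-/- mice (permutation p = 0.32). With scores centred in each genotype before permuting, chosen after seeing the values, the difference in the share of time on PC2, 15.9 points, had a permutation p of 0.0164 in place of 0.43. Without 1 mouse, the share of genotype on PC1 ran from 5.66% to 25.1%, and it was no longer past 0.05 without control replicates SV397 (6.32%, permutation p = 0.116) or SV424 (5.66%, permutation p = 0.14) at CT13.

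A Benjamini-Hochberg q under 0.05 gave 5026 rhythmic transcripts in control and 1396 in *Bmal1* IEC-/- mice, 1112 maintained, 284 gained and a lost share of 77.9%, since it asks for more evidence per transcript. Calling loss at an adjusted p above 0.5 gave 1931 lost transcripts, 24.7%, by construction. At the phase of control mice the median amplitude ratio was 0.733. Over all 48 mice, 4.4e+02 transcripts changed rhythm, made up of 192 called in control mice alone, 235 in both and 17 in *Bmal1* IEC-/- mice alone. Without 1 mouse, those in *Bmal1* IEC-/- mice alone ran from 3 to 7, with 3 without control replicate SV453 at CT17.

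Among gene lists, the distal *Hox* list had an adjusted p of 0.00991 with fry against 0.111 with camera, and the epithelium list 0.0133 over all 48 mice. Without 1 mouse the epithelium list ran from 0.0496 (without *Bmal1* IEC-/- replicate SV418 at CT9) to 0.274, the small intestine list from 0.0117 to 0.0652 (without *Bmal1* IEC-/- replicate SV399 at CT17) and the T cell list from 0.0277 to 0.0728 (without *Bmal1* IEC-/- replicate SV477 at CT5). The anterior *Hox* list turned from up to down over all 48 mice (0.471) and without control replicate SV453 (0.92) or *Bmal1* IEC-/- replicate SV410 (0.943), within 0.76 to 0.993 without 1 mouse. The antimicrobial list turned in 7 fits without 1 mouse (0.943 to 0.997), within 0.803 to 0.997 over all such fits.

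Among 45 log2 fold changes of named genes, 18 changed under some alternative: 29 values were weaker, 1 was stronger and 8 reversed. Without a time term *Arntl* was -0.06, *Vcam1* 0.00, *Per2* -0.11 and *Hlf* 0.04. *Vcam1* was 0.00 without CT9, *Pdk1* -0.06 without CT13, and *Per2* -0.07 without CT1 and -0.03 without CT5. These genes had an adjusted p of 0.6 or more there. *Arntl* rose to 0.65 without CT21 (adjusted p = 0.0132 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). For *Tff3* the adjusted p was 0.0994 over all 48 mice, and for *Fcgbp* it was at most 0.0613 without 1 mouse and 0.0525 to 0.0954 without CT1, CT5, CT13, CT17 or CT21 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Of 88 rhythms, 5 changed under another setting and 10 without 1 mouse; of 38 changes of rhythm, 6 and 7 did. The depth limits *Tff2*, *Cxcr4* and *Hc*, whose counts were few.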

Differences from the paper's values

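For transcripts with a changed rhythm that were called in control mice alone, the count was 68 against the paper's 114, which the paper obtained with DODR. Of the alternatives set before the data were examined, DESeq2 (92) brought the count within 1.5 times of the paper's, as did leaving out control replicate SV442 at CT5 (85), *Bmal1* IEC-/- replicates SV410 (77) or SV418 (76) at CT9 or *Bmal1* IEC-/- replicate SV437 at CT17 (77). Circadian time as a factor (46), adjustment over all genes kept by filterByExpr (50) and leaving out any other mouse (53 to 74) did not. Over all 48 mice, an alternative chosen after seeing the values, the count was 192, further from the paper's on the other side.

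The log2 fold change of *Cldn8* was 2.13 against the paper's 1.90 (standard error 0.204 in the paper's table). It came within the paper's error over all 48 mice (2.10), without a time term (1.88), without CT9 (1.88) and without CT13 (1.90), all set before the data were examined. RLE normalization, all genes with at least 1 count and glmTreat (2.13 each), DESeq2 (2.24) and leaving out CT1 (2.29), CT5 (2.22), CT17 (2.12) or CT21 (2.33) did not close the gap.

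The paper names *Vcam-1* among genes that lost rhythmicity, and over the 46 mice JTK_cycle called *Vcam1* in *Bmal1* IEC-/- mice (exact p = 0.0386), whereas the cosine fit, set before the data were examined, gave p = 0.067 (n = 22). For *Hc*, *Abcc2*, *Cxcr4* and *Vcam1* the test of the change of rhythm itself gave an adjusted p of 0.0744, 0.0742, 0.696 and 0.581 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). For *Hc* it was 0.023 over all 48 mice, a setting chosen after seeing the values, and *Hc* and *Abcc2* passed 0.05 in 3 of the fits that left out 1 mouse each, chosen after seeing the values as well. The paper states that the amplitude of most transcripts rhythmic in both genotypes was strongly lowered, and here the median ratio was 0.843, with 8.23% of transcripts below 0.5. The paper lists goblet cell function among what lost rhythmicity, and here *Pigr* was called in both genotypes and *Fcgbp* in neither, while *Muc3* and *Tff3* were called in control mice alone (exact p = 0.00559 in control and 1 in *Bmal1* IEC-/- mice for each).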

Other observations

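The tests of a linked chromosome segment and of the mean of a gene list in each mouse were chosen only after the result was seen.

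The 197 genes between genotypes were weighed against technical explanations. With genotypes permuted within circadian times, 1 of 100 splits, the real one, gave as many differentially expressed genes, and the others gave at most 1 gene. Total counts differed by 85828 between genotypes (permutation p = 0.43), and with libraries thinned to one depth 171 of the 197 genes were called as well, which argues against a difference in library size. After each library's trend over GC content was removed, 194 of the genes were called as well, and after its trend over gene length 195, which argues against both trends as the cause. With scores of 5 cell types in the model (epithelium, smooth muscle, fibroblasts, T cells and, by *Cd79a* alone, B cells) 165 genes were called, of which 123 are among the 197. These scores do not account for those 123, and for the other genes these cell types stay open. Cell types without a score in the model stay open for all 197. A different colon segment sampled in the 2 genotypes cannot be told apart, because the distal *Hox* list (adjusted p = 0.111 from camera, 0.00991 from fry) has 3 genes tested and the anterior one did not move the other way (0.912 from camera). Of the 197 genes, 95.4% lie outside the busiest window of 10 Mb, so a single linked chromosome segment of that size cannot account for most of them. Smaller groups of linked genes outside the window were not tested. Genes inside and outside the window were weighed apart only after the share of random draws was seen. The 9 genes in that window, on chromosome 3 from 87987531, are as many as 0.0432 of 10000 random draws placed in any window, and a linked segment and genes of one family that lie together cannot be told apart for them. Within 10 Mb of *Arntl*, 3 of 130 genes tested passed both thresholds. By the paper's breeding scheme both genotypes carry the floxed gene on both copies, so these genes cannot test for a linked segment. Genes linked to the Villin-Cre transgene, which the controls lack, were not looked at apart. A biological effect of the deletion on the remaining genes is a hypothesis and was tested on the same mice.

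Of the transcripts rhythmic in control mice, 55.7% were not called in *Bmal1* IEC-/- mice, and 4 of 100 splits with genotypes permuted gave as large a lost share. Crossing a threshold in both genotypes with few mice per time point gave as large a loss between sets of control mice as to *Bmal1* IEC-/- mice in 2 of 100 draws. With as few control as *Bmal1* IEC-/- mice at CT1 the lost share was 52.5%, which argues against the fewer *Bmal1* IEC-/- mice at CT1 as its cause. Loss in the epithelial part of the tissue alone cannot be told apart, since the lost shares of transcripts that follow epithelium and those that follow muscle and fibroblasts differed by 0.75 percentage points (permutation p = 0.821) while the scores rise together (correlation 0.472). A lower amplitude of maintained transcripts is open to an accident of grouping, since 7 of 100 splits gave a median ratio as low. Circadian times permuted among the mice of a genotype gave as many rhythmic transcripts in 1 of 100 splits, the real one, in control mice, and in 1 of 100 in *Bmal1* IEC-/- mice, with at most 2220 and 1890 in the others.

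Clock targets were lower in *Bmal1* IEC-/- mice (adjusted p = 2.53e-09 from camera with Benjamini-Hochberg adjustment over 13 lists), and 7 of 11 genes tested had an adjusted p under 0.05 over all genes and 7 adjusted over the list alone. Genes repressed through Rev-erb elements were higher (9.79e-10), with 4 of 7 and 4 of 7. In both lists most genes, 11 and 6, are among the named genes, several of which the study chose on these mice, so this is not independent evidence. Smooth muscle (0.00078) and fibroblast lists (0.0143) were lower, with all 7 and 6 genes lower and an adjusted p under 0.05 in 46 of 46 fits that left out 1 mouse each. The T cell list (0.0443) passed 0.05 in only 24 of those fits, with its 4 genes lower, and the small intestine list (0.0346, lower by camera) in 39, with 5 genes higher, 4 lower and a median log2 fold change of 0.00. The smooth muscle, fibroblast, T cell and small intestine lists had 2, 1, 0 and 4 genes past the adjusted p over all genes and 7, 2, 1 and 6 adjusted over the list alone. Epithelium (0.111), goblet (0.452) and anterior *Hox* lists (0.912) did not shift, with 4, 4 and 0 genes past the adjusted p over all genes and 6, 5 and 1 adjusted over the list alone. For the distal *Hox* list these counts were 0 and 1. At an unadjusted p under 0.05 there were 2 of 3 distal *Hox*, 1 of 5 anterior *Hox* and 1 of 4 T cell genes. Under fry every list called with camera was called as well, and the distal *Hox* list in addition. The B cell and pancreas lists had only *Cd79a* and *Clps* tested and gave no value from camera. The mean log2 expression of a list's genes in each mouse was also compared, with genotypes permuted within circadian times. By this test *Clps* was higher by 0.45 in *Bmal1* IEC-/- mice (adjusted permutation p = 7.5e-05 over 15 lists) and the antimicrobial list by 0.29 (0.00165, against 0.912 from camera). The distal *Hox* list was lower by 0.18 (0.0457), the T cell list by 0.24 (0.00096) and the small intestine list by 0.36 (5e-05). *Cd79a* did not differ (0.14, 0.503). For the T cell and small intestine lists, fry gave an adjusted p of 0.00129 and 0.000106.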
